# Lymphangiogenesis and Lymphatic Remodeling Induced by Filarial Parasites: Implications for Pathogenesis

**DOI:** 10.1371/journal.ppat.1000688

**Published:** 2009-12-11

**Authors:** Sasisekhar Bennuru, Thomas B. Nutman

## Abstract

Even in the absence of an adaptive immune system in murine models, lymphatic dilatation and dysfunction occur in filarial infections, although severe irreversible lymphedema and elephantiasis appears to require an intact adaptive immune response in human infections. To address how filarial parasites and their antigens influence the lymphatics directly, human lymphatic endothelial cells were exposed to filarial antigens, live parasites, or infected patient serum. Live filarial parasites or filarial antigens induced both significant LEC proliferation and differentiation into tube-like structures *in vitro*. Moreover, serum from patently infected (microfilaria positive) patients and those with longstanding chronic lymphatic obstruction induced significantly increased LEC proliferation compared to sera from uninfected individuals. Differentiation of LEC into tube-like networks was found to be associated with significantly increased levels of matrix metalloproteases and inhibition of their TIMP inhibitors (Tissue inhibitors of matrix metalloproteases). Comparison of global gene expression induced by live parasites in LEC to parasite-unexposed LEC demonstrated that filarial parasites altered the expression of those genes involved in cellular organization and development as well as those associated with junction adherence pathways that in turn decreased trans-endothelial transport as assessed by FITC-Dextran. The data suggest that filarial parasites directly induce lymphangiogenesis and lymphatic differentiation and provide insight into the mechanisms underlying the pathology seen in lymphatic filariasis.

## Author Summary

The nematode parasites *Brugia malayi* and *Wuchereria bancrofti* are the major organisms responsible for lymphatic filariasis. Lymphatic filariasis is characterized by the dysfunction of the lymphatics that can lead to severe (and often) irreversible lymphedema and elephantiasis. Current advances in distinguishing blood vascular from lymphatic endothelial cells have allowed the direct study of the interaction between live filarial parasites and their lymphatic niche. In the quest towards understanding parasite-lymphatic endothelium interactions, we observed that the filarial antigens have a specific but differential stimulatory capacity towards the lymphatics and cause them to differentiate into tube-like vascular networks *in vitro* that resemble the formation of collateral lymphatics *in vivo*. This was a lymphatic-specific phenomenon, as the filarial parasites or antigen did not exhibit similar effects on the human umbilical vein endothelial cells. The differentiation of the lymphatic endothelial monolayers into vascular networks was not dependent on typical markers of lymphangiogenesis but rather involves the matrix metalloproteases and their inhibitors that suggest lymphatic matrix remodeling rather than rendering of the lymphatics hyper-permeable as has been postulated previously.

## Introduction

Among the clinical manifestations of human infection with the filarial nematodes *Wuchereria bancrofti* and *Brugia malayi*, the most debilitating are those associated with lymphatic dysfunction and/or obstruction (e.g. lymphedema, elephantiasis). It is known that the establishment of the adult filarial parasite within the lymphatic vessels of the host triggers a cascade of events that leads to abnormalities in lymphatic integrity and function. In addition, the tissue tropism of these lymphatic-dwelling parasites suggest that the host provides cues to the parasite that provide developmental signals to the parasites [1]. Individuals infected with the lymph-dwelling filariae can develop tissue scarring and fibrosis within and around the lymphatic vessels resulting in permanent and characteristic pathology manifested clinically by irreversible lymphedema or elephantiasis [2],[3]. An extensive body of work supports the notion that some of the severe pathology is immune mediated [4],[5],[6],[7] but that lymphatic dilatation and alterations in lymphatic flow may be parasite-derived and unrelated to the adaptive immune response. Indeed, filaria-infected SCID mice have been shown to exhibit lymphatic dilatation [8],[9], a process that could be reversed by removing or killing the worms [10],[11]. Moreover, lymphoscintigraphy studies showed that patients with subclinical disease have considerable structural abnormalities and aberrant lymph flow [12],[13],[14], and ultrasonography has suggested that the anatomic location of the worm nests changes very little over time but that lymphangiectasia and dilatation are not restricted to the anatomic location of the adult worm nests [15],[16],[17]. In addition, in histologic studies of lymph nodes taken from patients with bancroftian filariasis, there were intact adult filarial worms with little or no associated inflammation [18],[19]. Together, these observations suggest a primary role of the parasites or parasite-encoded proteins in modulating lymphatic integrity and function. It has been speculated that, with chronic infection, it is the death of the adult worms (be it immune mediated or just intrinsic worm lifespan) and the release of parasite antigens (or Wolbachia) that induce proinflammatory responses that render a poorly functioning (and dilated) patent lymphatic completely obstructed [20].

Based on the available animal models, it has been assumed that the filarial parasites promote lymphangiogenesis, a developmental process that involves lymphatic endothelial proliferation followed by differentiation (tube formation). *In vitro* studies of parasite-endothelial interactions have been limited to those using human umbilical vein endothelial cells (HUVEC) [21] that differ quite extensively from lymphatic endothelial cells (LEC). In the present study, we have examined directly the influence filarial parasites have on LEC function and lymphangiogenesis. We demonstrate that filarial proteins do stimulate the LEC to undergo proliferation and differentiate into tube-like structures that involves matrix metalloproteases and tissue inhibitors of matrix metalloproteases. We further demonstrate that, contrary to data in murine models, the filarial parasites render lymphatics less (rather than hyper-) permeable and suggest possible new mechanisms underlying filarial-induced lymphedema.

## Results

### Filarial antigens induce differential proliferation of LEC

Analysis by flow cytometry and quantitative reverse transcriptase real-time PCR (qRT-PCR) demonstrated that the LEC were pure and possessed all of the characteristics of lymphatic endothelium (**Figure S1**). To evaluate the effect of filarial antigens on LEC proliferation, we stimulated LEC with stage-specific filarial antigens and measured proliferation at 96 h. As shown in **Figure 1A**, antigen derived from adult *Brugia malayi* parasites (BmA) or from adult male *B. malayi* parasites (BmMAg) induced proliferation of LEC with stimulation indices ranging from 8 to 35 and did so optimally at a concentration of 10 µg/ml (optimization data not shown). In contrast, antigens from microfilariae (MfAg) failed to induce proliferation at levels comparable to adult antigens. The extent of proliferation induced by BmA or BmMAg was comparable to that induced by recombinant soluble human vascular endothelial growth factor (VEGF)-A at 25 ng/ml used as a positive inducer of proliferation.

**Figure 1:**
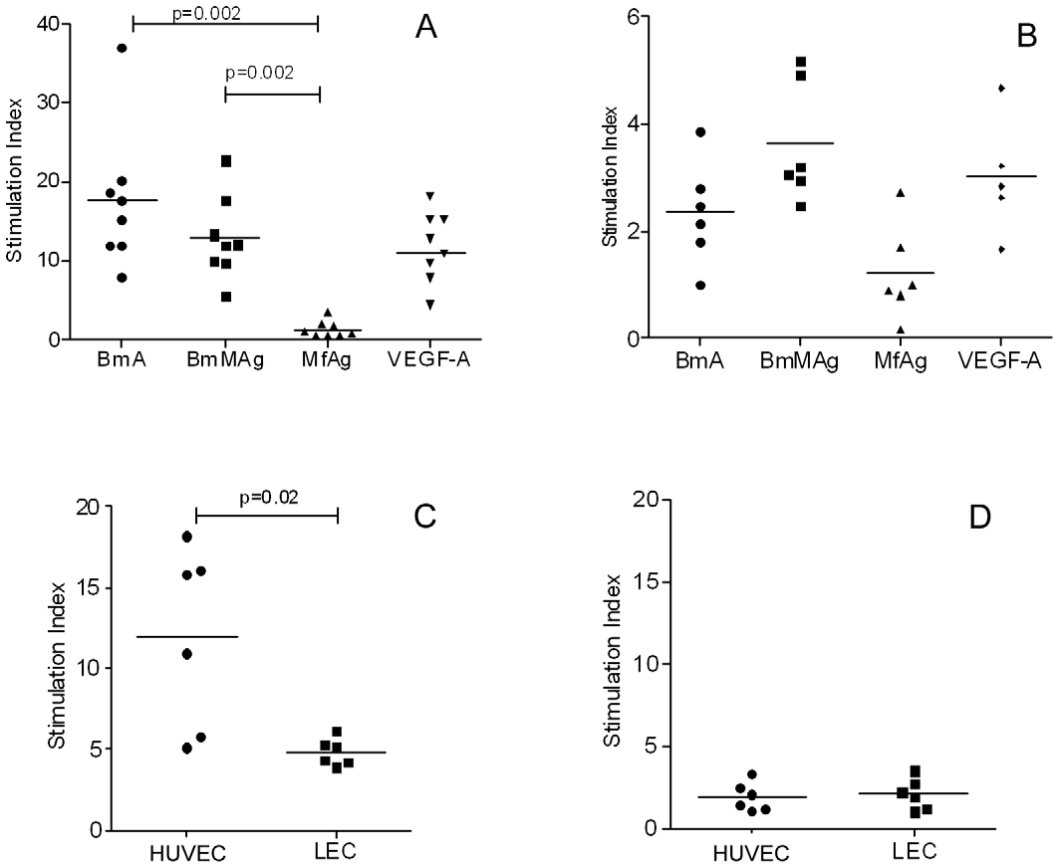
Filarial antigen-induced proliferation. LEC at 5×10^3^ were seeded in 96-well tissue culture plates in endothelial basal media and stimulated with optimized concentrations (10 µg/ml) of BmA, BmMAg, MfAg, and VEGF (25 ng/ml or 10ng/ml). Data are expressed as stimulation index over the unstimulated controls for each set of cultures and the horizontal bar is the geometric mean. Panels A and B show the response of LEC (Panel A) and HUVEC (Panel B) to the stimuli shown on the x-axis. Panels C and D show the proliferative effect on HUVEC and LEC of schistosome egg antigen (SEA Panel C) and of schistosome adult antigen (SWAP Panel D).

To address the specificity of this observed parasite-induced proliferation, both LEC and HUVEC, as a model representative of blood vascular endothelial cells were stimulated with the optimal concentrations of BmA, BmMAg, and MfAg for 96 h (based on preliminary dose and time-point assays) and the extent of proliferation quantified. As shown in **Figure 1B**, adult filarial antigens failed to induce proliferation of HUVEC, in marked contrast to the proliferation induced by these antigens in LEC. These data suggest that the filaria-induced EC proliferation was more specific to LEC compared to the HUVECs.

To address further the specificity of this response, non-filarial helminth antigens were tested. Because schistosome egg antigen (SEA) had been shown previously to induce proliferation of the HUVEC [22],[23], we examined the response of crude soluble extracts of *Schistosoma mansoni* adults (SWAP) and SEA on LEC and HUVEC proliferation. As seen, SEA induced proliferation of HUVEC but not LEC (**Figure 1C**), while SWAP failed to induce proliferation of either LEC or HUVEC (**Figure 1D**). Together, our data suggest that adult filarial antigens specifically induce LEC proliferation.

### Filarial serum promotes proliferation of LEC

Having observed that filarial antigens induce LEC proliferation, we evaluated the potential of plasma (containing circulating filarial antigens and host angiogenic factors) to stimulate LEC proliferation. Using pooled plasma from filaria-uninfected endemic normal (EN) individuals, microfilaria-positive (MF) individuals with asymptomatic (or subclinical) infection, individuals with chronic lymphatic obstruction (CP), or AB serum from uninfected individuals (**Figure 2**), we were able to demonstrate that plasma from patients with lymphatic filariasis promoted LEC proliferation in contrast to that seen for uninfected EN plasma or control (AB) serum. As can be seen, the MF and CP plasma exhibited a significant increased proliferation compared with the EN plasma (*p* = 0.0028 and *p* = 0.028, respectively) or the AB serum (*p* = 0.0048 and *p* = 0.04, respectively). There was no difference in the proliferative capacity between the EN plasma or the AB serum. These data implicate filarial antigens and or soluble angiogenic factors circulating in the serum/plasma as having the capacity to induce LEC proliferation.

**Figure 2:**
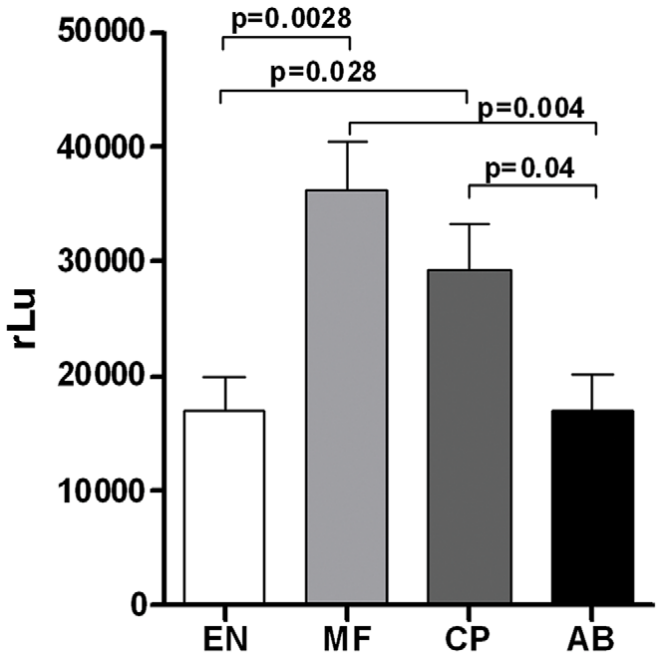
Filarial serum/plasma induced proliferation. LEC cultured with 1% pooled plasma from different patient groups (EN, MF, CP, AB) and proliferation measured by uptake of BrDU at 96 h. Data are expressed as relative luminescence units (rLu) over media controls and are expressed as the mean (+95% CI).

### Microfilarial antigens induce tube formation by LEC *in vitro*

Because patent (microfilaraemic) filarial infection has been associated with lymphatic dilatation in both animal models and in human infection, we examined the effect of microfilarial antigen and live microfilariae (Mf) on LEC differentiation. When cultured in the presence of microfilarial antigens, the LEC were found to differentiate and form lymphatic tube-like structures when compared with unstimulated controls. Among the antigen preparations tested, MfAg was the most potent inducer of LEC differentiation, a process that could be observed as early as 48 h; in contrast, adult antigens could induce similar tube-like structures but did so only after 96 h (**Figure 3, A–D**). More importantly, live parasites (microfilariae, adult males, adult females) were also capable of inducing LEC differentiation. Live microfilariae (**Figure 3F**), compared with media controls (**Figure 3E**), induced LEC to form early tube like structures by 48–72 h in culture, whereas the adult male or female parasites induced tube formation only after 96 h in culture and did so in a limited and less complete fashion (**Figure 3H and 3J**). Increasing the number of live adult parasites did not appear to augment LEC differentiation (data not shown). To evaluate whether tube formation was contact dependent or independent, LEC were cultured with the parasites in transwell inserts. Interestingly, microfilariae co-cultured with LEC in transwell inserts also induced tube formation (**Figure 3G**), while the adult parasites in transwells did not (**Figure 3I and 3K**). These data suggest that this contact-independent LEC differentiation is primarily mediated by the excretory-secretory products of the parasites and of microfilariae most prominently.

**Figure 3:**
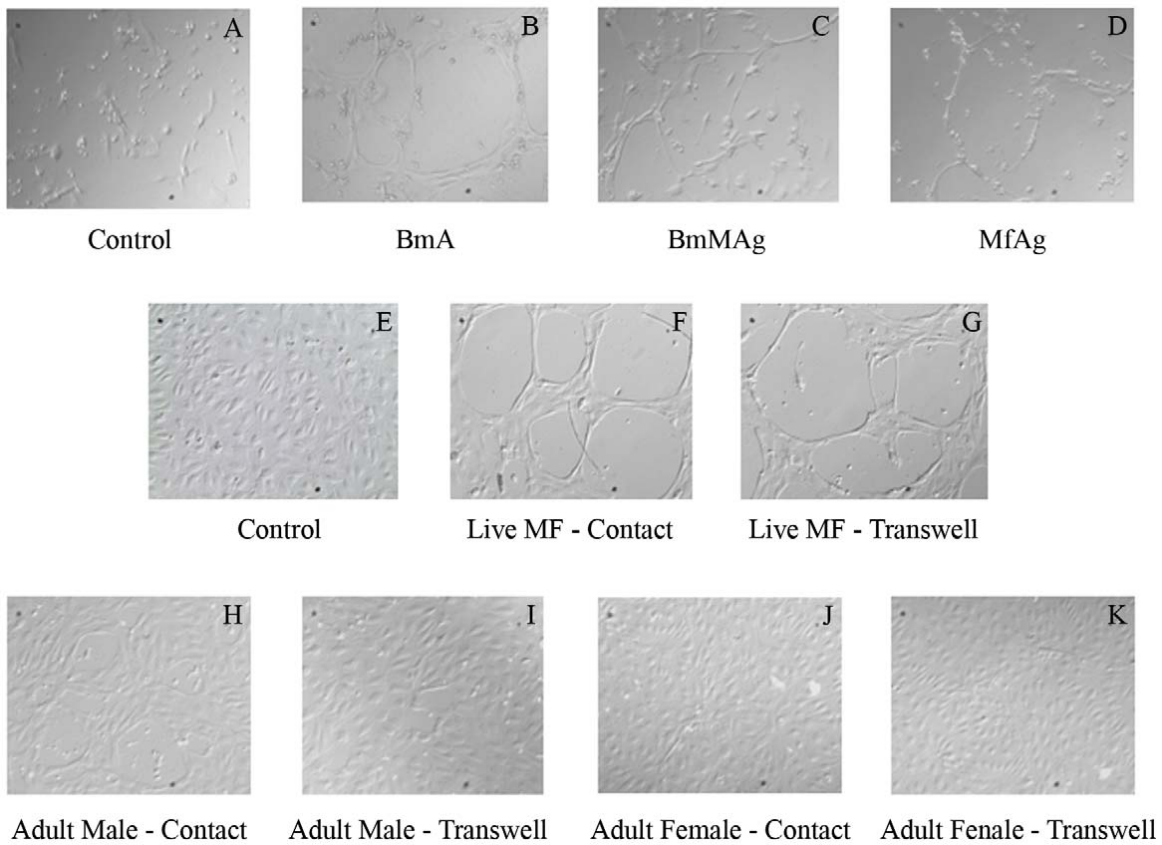
Microscopic images of filaria-induced lymphatic tube-like structure formation. LEC were seeded in endothelial basal media (Panels A and E) and stimulated with BmA (B), BmMAg (C), and MfAg (D), live microfilariae (F), live adult males (H), adult females (J) in contact or in transwells with live microfilariae (G), adult males (I), or adult females (K). (Magnification 20× (Panels A–D), 40× (Panels E–K)).

### MfAg-induced tube formation is independent of expression of known lymphangiogenic molecules

Formation of lymphatic capillaries *in vivo* (in animal models) has been shown to be regulated by the expression of Prox-1 and podoplanin, among other molecules [24]. To evaluate whether the capillary tube formation induced by microfilariae involved upregulation of these and other molecules known to be associated with lymphangiogenesis, we examined the expression of CEACAM-1, LYVE-1, podoplanin, PROX-1, VEGF-C, and VEGFR-3 by qRT-PCR (**Figure 4**). As can be seen, MfAg did not alter expression of any of these molecules, suggesting that microfilariae-induced LEC differentiation is not related to expression of these particular markers.

**Figure 4:**
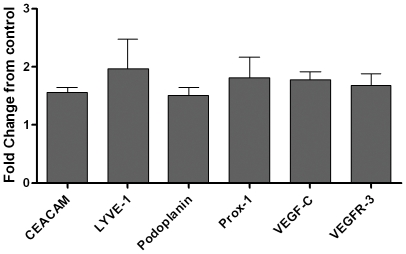
Expression of lymphangiogenic markers upon stimulation with MfAg by LEC as assessed by qRT-PCR. Data are expressed as the mean (+95% CI) fold change from unstimulated controls of 4 independent experiments.

### Gene expression analysis identifies cell-cell interaction pathways in MfAg-induced tube formation

To assess more globally the molecules involved in LEC differentiation induced by filarial pathogens, we carried out microarray studies comparing unstimulated LEC and MfAg-stimulated LEC. 

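Gene expression was measured in LEC, primary human endothelial cells of lymphatic microvessels, on 9 arrays with 2 channels each. LEC exposed to MfAg, a soluble extract of *B. malayi* microfilariae, or to BmA, the extract of adult worms, were hybridised against unexposed LEC at 24, 48 and 72 h, with 1 array for each antigen and time. At each of the 3 times, a control array set unexposed LEC against pooled unexposed LEC. The sample labels place the antigen-treated RNA in the Cy3 channel and the unexposed RNA in the Cy5 channel, whereas the methods give the opposite dyes. All values are therefore given as Cy3 over Cy5, and a positive value likely means a higher level in the antigen-treated LEC. This direction rests on the sample labels and on the signs of Tables 1 and 2, and under the dyes of the methods every sign turns. No dyes were swapped, so gene-specific dye effects were removed only by subtracting the control arrays.
The deposited files hold, for each array, the Cy3 and Cy5 signals and their ratio. The authors had subtracted the background, raised every signal below 50 to 50, and normalized each array at its 50th percentile. On the control and MfAg arrays, between 51.2% and 56.0% of the spots were at this floor in Cy5 and between 48.3% and 53.9% in Cy3. The BmA arrays stood apart. Their Cy5 channel, which likely held the unexposed RNA, was at the floor in 74.8%, 77.5% and 86.7% of the spots at 24, 48 and 72 h, and their Cy3 channel in 33.5%, 30.5% and 27.5%. The brightest Cy5 spot of the BmA arrays had a signal of 13651, 15635 and 3260, against 59010 to 65498 on the other 6 arrays. Of the negative control spots, 38.6%, 50.0% and 54.9% were above the floor in Cy3 on the BmA arrays, against 0.840% to 6.67% on the others.
For the tests, the log2 ratios were normalized by loess within each array and compared with limma, with treatment and time as terms and 4 residual degrees of freedom. The 11406 tested probes were above the floor in at least 1 channel on all 3 arrays of a treatment and represented 9689 genes. Each treatment had 1 array per time, and although the sample records mention separate wells, no source states that the times were separate cultures, so the p-values measure only the spread between these arrays, which may be technical. In simulated arrays with the spread of these, 59.5% of 200 genes changed by 1 on the log2 scale and 100% of those changed by 2 were recovered in the comparison of MfAg with the control arrays (11982 genes simulated). The simulation did not filter dim probes and drew independent normal noise, so these shares may be too high for the tested probes.

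**Figure D1:**
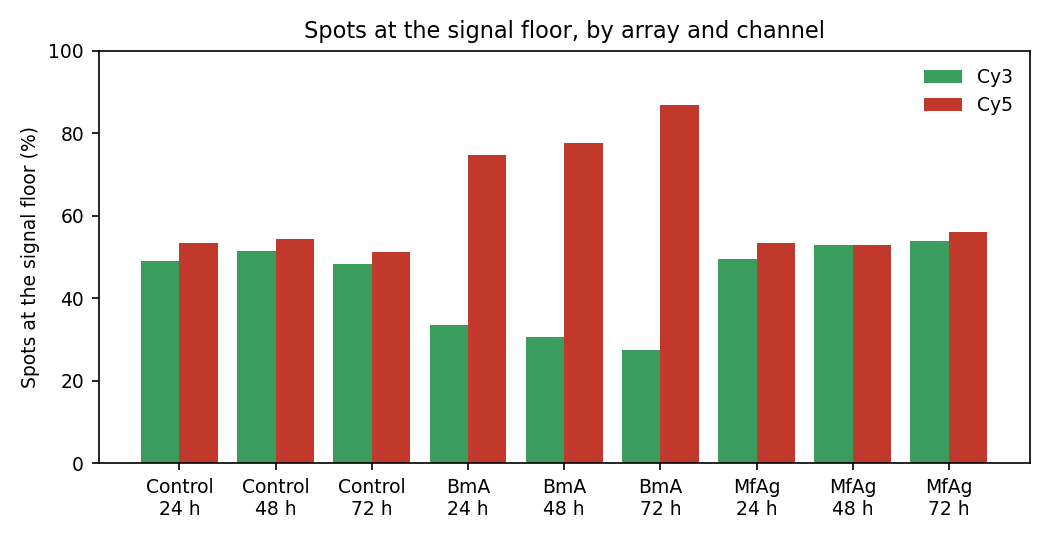
Percent of spots at the signal floor in the Cy3 (green bars) and Cy5 (red bars) channel of each of the 9 arrays. The Cy5 bars of the 3 BmA arrays, at 74.8% to 86.7%, stand above those of the 6 other arrays, at 51.2% to 56.0%.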

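On the MfAg arrays, the genes with the highest mean difference from the control arrays included *CADM1*, a cell adhesion molecule of the immunoglobulin superfamily, *CD36*, a scavenger receptor that takes up fatty acids, and *RBP7*, a cellular retinol-binding protein. The lowest included *OLFML3*, an olfactomedin-like secreted protein, *SORBS2*, an adaptor of the actin cytoskeleton, and *SGK1*, a serum- and glucocorticoid-regulated kinase. Genes of PPAR signalling and fatty acid handling were higher as a group (mean log2 difference 0.30 over 22 genes, 16 of them higher), and genes of cholesterol synthesis and SREBP2 targets were lower as a group (mean log2 difference -0.35 over 21 genes, 17 of them lower). Neither group stood apart when the correlation between genes was estimated (adjusted p = 0.682 and 0.631 from limma's camera), and no single gene passed the test.
*CADM1*, measured by a probe on chromosome 11 from 114550875 to 114550944 (human genome build 36), had a log2 ratio of 1.40 ± 0.85 (SD, n = 3 arrays) with MfAg and 0.16 ± 0.23 (SD, n = 3) on the control arrays. The difference was 1.24 (standard error 0.27), and it was 0.54, 1.23 and 1.96 at 24, 48 and 72 h. *CD36*, with a probe on chromosome 7 from 80140021 to 80140084, had a log2 ratio of 1.35 ± 0.51 (SD, n = 3) against 0.14 ± 0.33 (SD, n = 3), a difference of 1.21 (standard error 0.30). The differences of *TGFBI*, an extracellular matrix protein induced by TGF-beta, and *ANGPTL4*, a secreted inhibitor of lipoprotein lipase, were 0.88 (standard error 0.47) and 0.85 (standard error 0.23), and without the arrays of 48 h that of *TGFBI* was 0.23. The kinase *TBK1* differed by 0.44, the gap junction gene *GJA4* by 0.40, the neuropeptide gene *VIP* by 0.30, and *ICAM2* and *CASK* by 0.12 each. Without the arrays of 48 h *TBK1* and *GJA4* differed by 0.15 each, and without those of 24 h by 0.79 and 0.76. *MMP1*, a collagenase, had a difference of -0.31 (standard error 0.34). The signs of *MMP1* and *ICAM2* turned without the arrays of 72 h, and that of *CASK* without those of 48 h. Among the genes listed as downregulated, *OLFML3*, with a probe on chromosome 1 from 114325766 to 114325835, had a log2 ratio of -1.42 ± 0.45 (SD, n = 3) with MfAg and 0.09 ± 0.55 (SD, n = 3) on the control arrays, a difference of -1.51 (standard error 0.44). *SORBS2* differed by -1.11 (standard error 0.24), *CCN2* (*CTGF*), a matricellular growth factor, by -0.53 (standard error 0.63), *GJA1* by -0.19 and *MARCKS* by -0.14, and *CCN2* by -0.21 without the arrays of 48 h and *GJA1* by -0.063 without those of 72 h. Other genes with large differences were *HEATR1* at 1.29, *CEP72* at 1.23 and *KIF21A* at 1.15, and *METTL16* at -1.43, *USP21* at -1.22, *CALU* at -1.14 and *IFI6* at -1.12. These 7 were picked among genes with 1 sign at all 3 times and an unadjusted p under 0.05 from limma. *CADM1*, *CD36*, *RBP7*, *OLFML3*, *SORBS2* and *SGK1* also met this rule. The agreement of signs was thus set by the choice and is no support. Without the arrays of 24 h *HEATR1* differed by 0.69 and *CEP72* by 0.80, and in the Cy3 channel alone *USP21* turned to 0.29.
Of the genes of Table 1, 64 were tested and 46 were higher on the MfAg than on the control arrays, with a median log2 difference of 0.27. Of 23 genes of Table 2, 22 were lower, with a median of -0.52. At adjusted p under 0.05 from limma, 0 of either table passed over all probes, and 4 and 6 passed when adjusted over the list alone. The study chose these lists on these arrays, so they are not independent evidence of a direction. In the PPAR group, which shares 9 genes with Tables 1 and 2, *CD36*, *RBP7*, *PLIN2* (1 of the proteins that coat lipid droplets) and *ANGPTL4* had the largest differences, 1.21, 1.01, 0.86 and 0.85. Limma's camera gave this group an adjusted p of 2.36e-05, or adjusted p = 0.682 with an estimated correlation. The genes just named are all of Table 1, and the study chose the 9 shared genes on these arrays. The p-values of the PPAR group are thus not independent of the paper's tables. In the cholesterol group, *MSMO1*, a sterol oxidase, differed by -0.92 and *HMGCS1*, an early enzyme of the pathway, by -0.63. Its adjusted p was 2.34e-09 from camera, or 0.631 with an estimated correlation. The cholesterol group shares 2 genes with the paper's tables, *MSMO1* among them. Immediate early genes were lower by a mean of -0.27 over 22 genes (adjusted p = 0.000123 from camera, or 0.776 with an estimated correlation), led by *EGR3* at -1.21, *DUSP5* at -0.90 and *NR4A1* at -0.81. Their mean was -0.68, -0.22 and 0.099 at 24, 48 and 72 h, so 24 h carried it and the direction turned at 72 h, and without the arrays of 24 h it was -0.060 (adjusted p = 0.297). In the Cy3 channel alone their mean difference was -0.044, and in the Cy5 channel, which likely held the unexposed RNA, 0.21.
Of the 11406 probes tested with limma, 0 had an adjusted p under 0.05, and 107 were higher and 122 lower at an unadjusted p under 0.05. This fit took its spread from all 9 arrays, the BmA arrays included, so its p-values for MfAg may be too high. A limma fit to the MfAg and control arrays only, added after the data had been seen, put 1081 of 11675 probes under 0.05 before adjustment. There too 0 passed after adjustment (smallest adjusted p = 0.439). Without moderation of the variances, 0 passed after adjustment and 243 before it. The mean of the PPAR group was -0.11, 0.45 and 0.57 at 24, 48 and 72 h, so it was not higher at 24 h. Without the arrays of 24 h it was 0.51, and without those of 72 h it was 0.17 (adjusted p = 0.181).

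**Figure D2:**
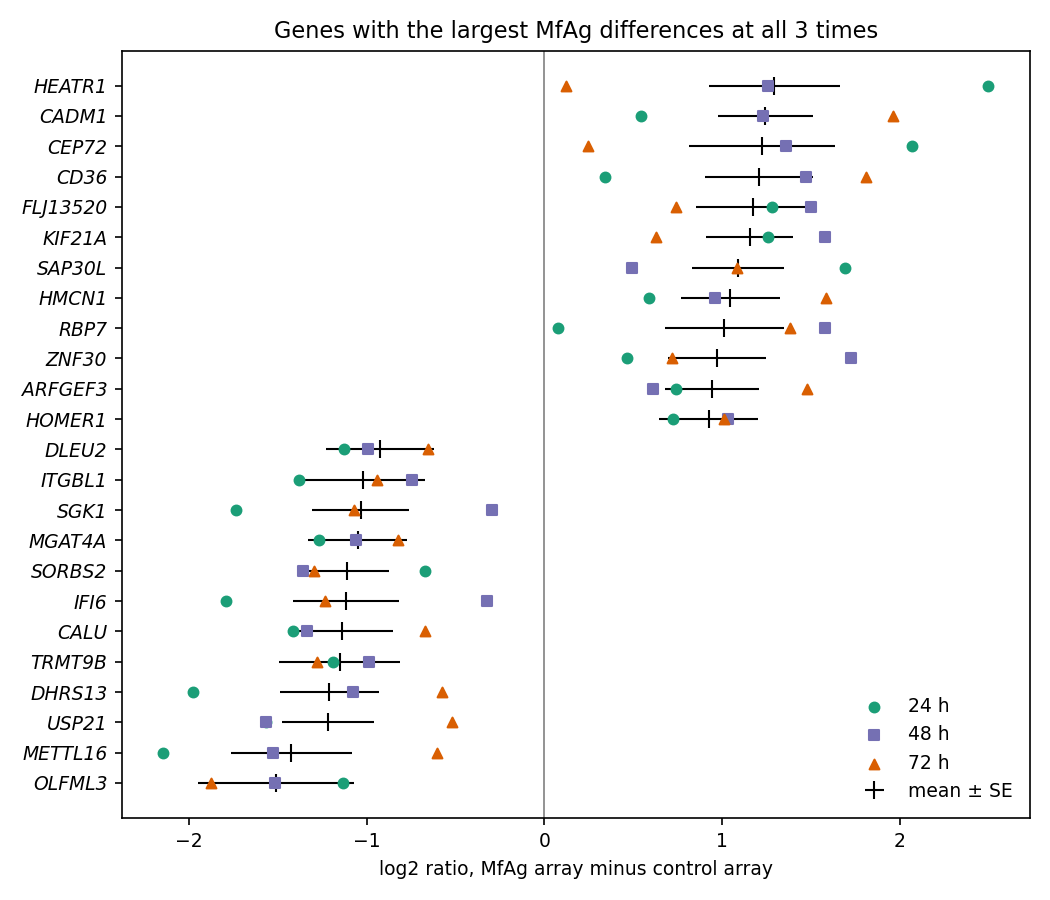
Log2 ratio of the MfAg array minus that of the control array at 24 h (circles), 48 h (squares) and 72 h (triangles) for the 12 genes with the largest higher and the 12 with the largest lower mean differences among genes whose probe names no other gene, with 1 sign at all 3 times and an unadjusted p under 0.05. Vertical ticks are means and horizontal lines standard errors from limma, and none of these genes passed the test. The 3 times of *CADM1* lie at 0.54, 1.23 and 1.96, and those of *HEATR1* at 2.50, 1.26 and 0.12.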

Notably in these analyses (**Tables 1** **and** **2**), expression of a number of genes associated with lymphangiogenesis (e.g. CADM1, TBK-1, GJA4, CD36, ANGPTL4, ICAM-2, MMP-1, CASK, TGFBI, VIP, CTGF, OLFML3, SORBS2, GJA1, MARCKS) were found to be altered by MfAg compared with the unstimulated control; many of these (based on pathway analysis) were associated with network functions of cellular development, cellular assembly and organization, hematologic system development and function, and cancer/tumor morphology. Furthermore, the results from these microarrays indicated that the expression of the molecules involved in maintenance of endothelial cell-cell contact (tight junctions and adherence junctions) are altered upon stimulation with filarial antigens (**Figure 5**). In addition, when qRT-PCR was performed independently on the majority of the genes shown to have filarial-induced alterations in gene expression, there was a strong relationship between the expression levels assessed by microarray and those assessed independently by qRT-PCR (**Figure S2**).

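On the BmA arrays most junction genes had deposited ratios well above 0, and on the MfAg arrays they lay around 0. Of the 19 junction genes of Table S1, 18 were measured. Their median deposited log2 ratio was 1.43, 2.09 and 2.71 with BmA at 24, 48 and 72 h, and 0.0047, -0.22 and -0.012 with MfAg. At least 2-fold higher ratios were found for 11, 15 and 15 of the 18 genes with BmA and for 0 at each time with MfAg. Other genes of the same brightness had like ratios on these arrays.
*TJP1* (ZO-1), a scaffold protein of tight junctions with a probe on chromosome 15 from 27779952 to 27780021 of build 36, had deposited log2 ratios of 2.29, 2.65 and 3.61 with BmA and of -0.23, -0.49 and -0.25 with MfAg. *CDH5* (VE-cadherin), the endothelial cadherin of adherens junctions, had 2.36, 1.28 and 3.78 with BmA and -0.29, -0.45 and -0.27 with MfAg. *CGNL1* (paracingulin) had 2.63, 3.30 and 3.93 with BmA, and *CLDN5*, the main claudin of endothelial tight junctions, 0.91, 1.05 and 2.13. Among 10000 random lists of 18 genes matched on intensity, the medians of the junction genes stood at the percentiles 51.0, 83.0 and 47.6 on the BmA arrays, and 14.4, 33.0 and 65.4 on the MfAg arrays. With loess-normalized ratios the percentiles were 78.1, 76.1 and 91.6 for BmA.
After loess normalization, the junction genes differed from the control arrays by a mean log2 value of -0.031 with MfAg, with 9 genes higher and 9 lower. With BmA the mean was 0.25 and the median 0.40, with 12 genes higher and 6 lower, while the median over all tested probes was 0.51. Limma's camera, which compares the list with the other genes, gave adjusted p = 0.712 for MfAg and adjusted p = 0.569 for BmA, both in the direction of lower, and adjusted p = 0.984 and adjusted p = 0.885 with an estimated correlation. Limma's fry, which tests whether the genes move on balance in 1 direction, gave adjusted p = 0.994 for MfAg and adjusted p = 0.0592 for BmA, the second toward higher. None of the 18 genes had an adjusted p under 0.05 from limma over all probes for either antigen. At an unadjusted p under 0.05 there were 0 for MfAg and 8 for BmA. For BmA 5398 of all 11406 probes were under it, a like share. Adjusted over the list alone there were 0 and 6, without allowance for the shift of all probes on the BmA arrays. The study chose these genes on these arrays, so the list is not independent evidence. With BmA, the largest differences were those of *CLDN5* at -1.29 (standard error 0.31, adjusted p = 0.0670), *CGNL1* at 1.03 (standard error 0.22, adjusted p = 0.0670), *ACTN3* at 0.97 and *ACTN1* at 0.90. *CLDN5* turned to 0.96 with the deposited ratios and to 0.18 in the Cy3 channel alone, where *CGNL1* and *ACTN1* turned to -0.16 and -0.25. The median over all probes was 0.85 with the deposited ratios and -0.43 in the Cy3 channel alone. In that channel *CGNL1* and *ACTN1* thus stayed above the median. *CLDN5* moved from below the median to above it in both. The Cy5 signal of *ACTN3* was at the floor on all 3 BmA arrays, which makes its ratio a bound.
With median centring in place of loess the BmA mean was -0.40, above the median of -1.43 over all probes, and camera put the list toward higher (adjusted p = 0.0230, and 0.990 with an estimated correlation). With the deposited ratios the mean was 1.88, also toward higher (adjusted p = 0.227, and 0.897 with an estimated correlation). From the heat map and the tables, the paper proposes an increase of junction genes whose proteins would limit transport across the endothelium.

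**Figure D3:**
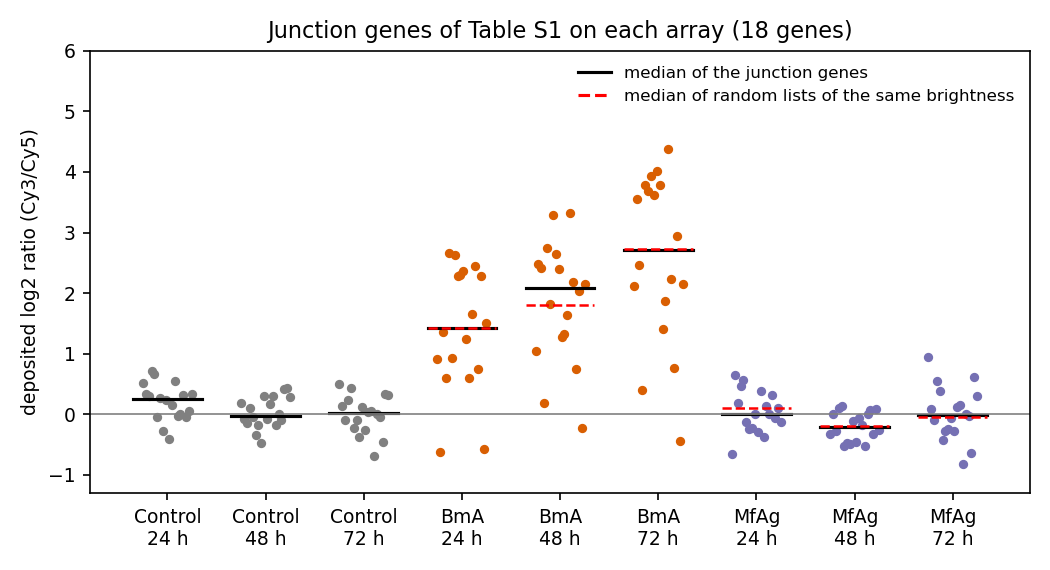
Deposited log2 ratio (Cy3 over Cy5) of the 18 measured junction genes of Table S1 on each of the 9 arrays, 1 point per gene. Black lines are the medians of these genes and red dashed lines, drawn for the 6 antigen arrays, the medians of random lists of genes as bright. With BmA at 72 h both lines lie at about the same height, 2.71 and 2.73.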

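Of the genes assayed by qRT-PCR, the array ratios at 24 and 72 h, the times of Figure S2, differed most on the BmA arrays. *CEACAM1*, an adhesion molecule of lymphatic endothelium, had deposited log2 ratios of 0.39 at 24 h and 2.54 at 72 h with BmA, and -0.084 and 0.26 with MfAg. *ACTN1*, an actin-binding protein of adherens junctions, had 1.66 and 4.38 with BmA, and 0.14 and -0.83 with MfAg. *PROX1*, a transcription factor of lymphatic identity, had 1.42 and 0.81 with BmA, and 0.076 and 0.017 with MfAg. *FLT4* (VEGFR-3) had 0.51 and 0.15 with BmA, and -0.14 and -0.11 with MfAg. *VCL* (vinculin) had 2.28 and 2.95 with BmA, and -0.057 and -0.64 with MfAg. The BmA arrays were shifted as a whole, and on them the median deposited ratio of probes above the floor in both channels was 1.67 at 24 h and 3.43 at 72 h, against 0.15 and 0.032 on the MfAg arrays. The Cy5 signals of *PROX1* and *FLT4* were at the floor on all 3 BmA arrays, so these ratios are bounds. Each value comes from 1 array and has no replicate at its time, and the qRT-PCR values were not analysed here.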

**Figure 5:**
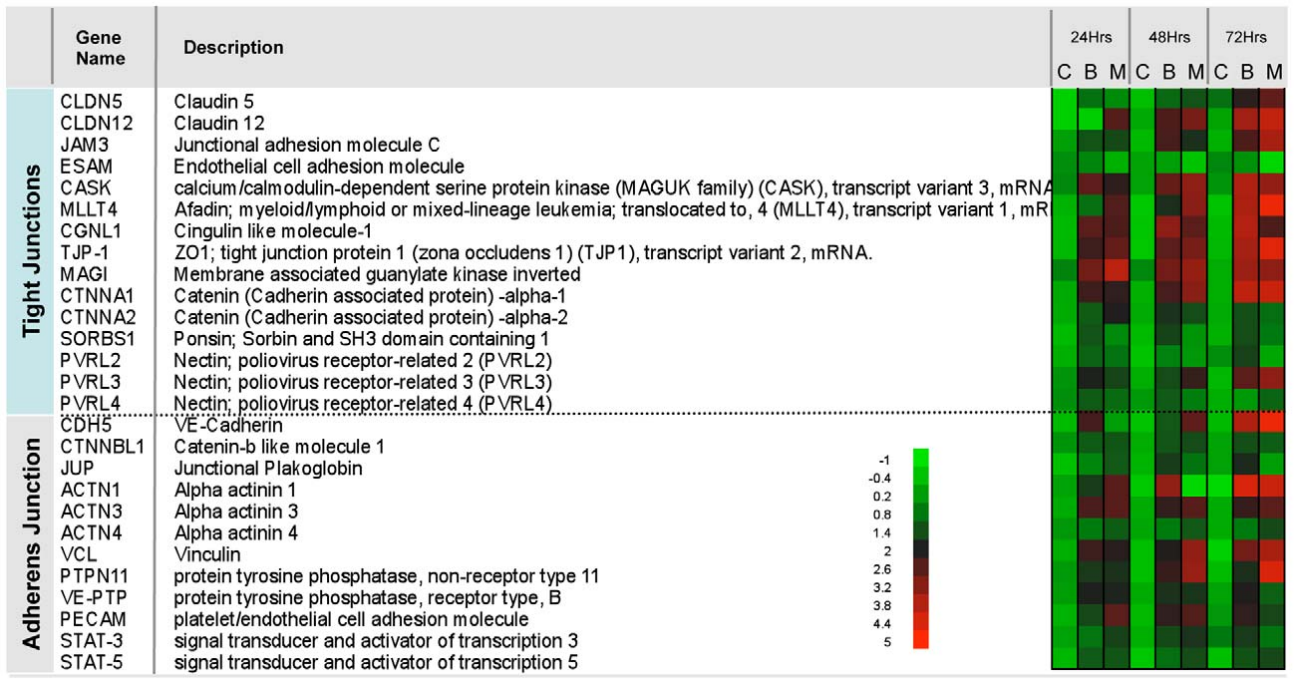
Expression of junction molecules by LEC by microarray analysis. Shown in the heat map are the relative expression levels of the genes listed in response to BmA (B) or MfAg (M) at 24-, 48-, and 72-h time points. The control values (C) are the relative expression levels of pooled controls at the time-points listed. The heat map scale is shown in the inset.

**Table 1:** List of MfAg induced 2-fold upregulated genes.

Name	Description	Fold Change
CADM1	cell adhesion molecule 1	12.295
TBK1	TANK-binding kinase 1	8.664
RBP7	retinol binding protein 7, cellular	7.346
GJA4	gap junction protein, alpha 4, 37kDa	7.341
ADFP	adipose differentiation-related protein	7.321
CYP1B1	cytochrome P450, family 1, subfamily B, polypeptide 1	6.788
PLTP	phospholipid transfer protein	6.727
CASK	calcium/calmodulin-dependent serine protein kinase (MAGUK family)	6.476
ANGPTL4	angiopoietin-like 4	6.422
CD36	CD36 molecule (thrombospondin receptor)	6.16
TGFBI	transforming growth factor, beta-induced, 68kDa	5.93
ENC1	ectodermal-neural cortex (with BTB-like domain)	5.844
ACSL1	acyl-CoA synthetase long-chain family member 1	5.641
C19ORF2	chromosome 19 open reading frame 2	5.468
GUSB	glucuronidase, beta	4.897
IQGAP2	IQ motif containing GTPase activating protein 2	4.857
FAM14A	family with sequence similarity 14, member A	4.646
GUCY1A3	guanylate cyclase 1, soluble, alpha 3	4.643
MMP1	matrix metallopeptidase 1 (interstitial collagenase)	4.624
HDAC5	histone deacetylase 5	4.563
KIF21A	kinesin family member 21A	4.547
RPESP	RPE-spondin	4.525
SYT9	synaptotagmin IX	4.359
IL1R1	interleukin 1 receptor, type I	4.332
PDK4	pyruvate dehydrogenase kinase, isozyme 4	4.305
NP	nucleoside phosphorylase	4.305
NNMT	nicotinamide N-methyltransferase	4.263
GADD45G	growth arrest and DNA-damage-inducible, gamma	4.26
FAM46A	family with sequence similarity 46, member A	4.249
CREB5	cAMP responsive element binding protein 5	4.216
UCHL1	ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase)	4.158
CH25H	cholesterol 25-hydroxylase	4.05
6-Sep	septin 6	4.045
VIP	vasoactive intestinal peptide	4.008
ATP5G2	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit C2 (subunit 9)	3.994
CECR1	cat eye syndrome chromosome region, candidate 1	3.992
CIB1	calcium and integrin binding 1 (calmyrin)	3.853
ICAM2	intercellular adhesion molecule 2	3.818
RPS9	ribosomal protein S9	3.816
AKR1C2	aldo-keto reductase family 1, member C2 (dihydrodiol dehydrogenase 2; bile acid binding protein; 3-alpha hydroxysteroid dehydrogenase, type III)	3.813
BCL11A	B-cell CLL/lymphoma 11A (zinc finger protein)	3.766
PLA2R1	phospholipase A2 receptor 1, 180kDa	3.735
CLDN23	claudin 23	3.727
PRELID1	PRELI domain containing 1	3.678
FECH	ferrochelatase (protoporphyria)	3.671
OAS1	2′,5′-oligoadenylate synthetase 1, 40/46kDa	3.671
MYL6B	myosin, light chain 6B, alkali, smooth muscle and non-muscle	3.638
GDF15	growth differentiation factor 15	3.638
FLOT1	flotillin 1	3.63
ACADVL	acyl-Coenzyme A dehydrogenase, very long chain	3.613
ZNF197	zinc finger protein 197	3.573
RPL18A	ribosomal protein L18a	3.497
KIAA1271	virus-induced signaling adapter	3.492
ATP8A1	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1	3.482
TSKU	tsukushin	3.463
HMOX1	heme oxygenase (decycling) 1	3.449
ID4	inhibitor of DNA binding 4, dominant negative helix-loop-helix protein	3.378
ALDH2	aldehyde dehydrogenase 2 family (mitochondrial)	3.359
MCTS1(includesEG:28985)	malignant T cell amplified sequence 1	3.338
HERC5	hect domain and RLD 5	3.26
SPTBN1	spectrin, beta, non-erythrocytic 1	3.211
CHST3	carbohydrate (chondroitin 6) sulfotransferase 3	3.134
INHBB	inhibin, beta B	3.125
DYRK2	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 2	3.108
PAG1	phosphoprotein associated with glycosphingolipid microdomains 1	2.988
MGC11324	lung cancer metastasis-associated protein	2.961
MGMT	O-6-methylguanine-DNA methyltransferase	2.946
RHOU	ras homolog gene family, member U	2.944
MGLL	monoglyceride lipase	2.944
DCLRE1C	DNA cross-link repair 1C (PSO2 homolog, S. cerevisiae)	2.912
NOC2L	nucleolar complex associated 2 homolog (S. cerevisiae)	2.902

**Table 2:** List of MfAg induced 2-fold down-regulated genes.

Name	Description	Fold Change
CTGF	connective tissue growth factor	8.586
ACTB	actin, beta	8.129
OLFML3	olfactomedin-like 3	6.238
SORBS2	sorbin and SH3 domain containing 2	5.134
PEG10	paternally expressed 10	4.721
IER3	immediate early response 3	4.287
RRM2	ribonucleotide reductase M2 polypeptide	4.095
GJA1	gap junction protein, alpha 1, 43kDa	4.093
RPL24	ribosomal protein L24	4.056
MARCKS	myristoylated alanine-rich protein kinase C substrate	3.983
SNCAIP (includes EG:9627)	synuclein, alpha interacting protein (synphilin)	3.784
GFRA1	GDNF family receptor alpha 1	3.663
SC4MOL	sterol-C4-methyl oxidase-like	3.338
DHCR24	24-dehydrocholesterol reductase	3.31
DDAH1	dimethylarginine dimethylaminohydrolase 1	3.297
ERBB4	v-erb-a erythroblastic leukemia viral oncogene homolog 4 (avian)	3.285
SEMA3C	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	3.236
GCNT1	glucosaminyl (N-acetyl) transferase 1, core 2 (beta-1,6-N-acetylglucosaminyltransferase)	3.224
USP21	ubiquitin specific peptidase 21	3.123
NEBL	nebulette	3.055
PLA2G4B	phospholipase A2, group IVB (cytosolic)	2.979
EPS15L1	epidermal growth factor receptor pathway substrate 15-like 1	2.86
NAPE-PLD	N-acyl-phosphatidylethanolamine-hydrolyzing phospholipase D	2.678
CASP4	caspase 4, apoptosis-related cysteine peptidase	2.519

### Microfilariae inhibit tissue inhibitors of matrix metalloproteinase (TIMP)-1 and TIMP-2 expression and increase matrix metalloprotease (MMP) activity

With the microfilaria-induced increases in gene expression associated with pathways involved in cell-cell contact, tissue remodeling, and angiogenesis, we next assessed the levels of the proteins (gene products) associated with these processes. Following stimulation of LEC with MfAg, it could be shown clearly that TIMP-1 and TIMP-2 levels were significantly inhibited (up to 75%) (**Figure 6A and 6B**) compared with either BmA (TIMP-1: *P* = 0.01; TIMP-2: *P* = 0.02) or BmMAg (TIMP-1: *P* = 0.03; TIMP-2: *P* = 0.02) -exposed LEC. There was no significant up- or downregulation of angiopoietin-2 (Ang-2), fibroblast growth factor (FGF), platelet-derived growth factor (PDGF), vascular endothelial growth factors - VEGF-A, VEGF-C, or VEGF-D by the parasite antigens. Other growth factors such as heparin-binding epidermal growth factor (HB-EGF), hepatocyte growth factor (HGF), keratinocyte growth factor (KGF), and thrombopoietin (TPO) were barely (or not) detectable (data not shown).

**Figure 6:**
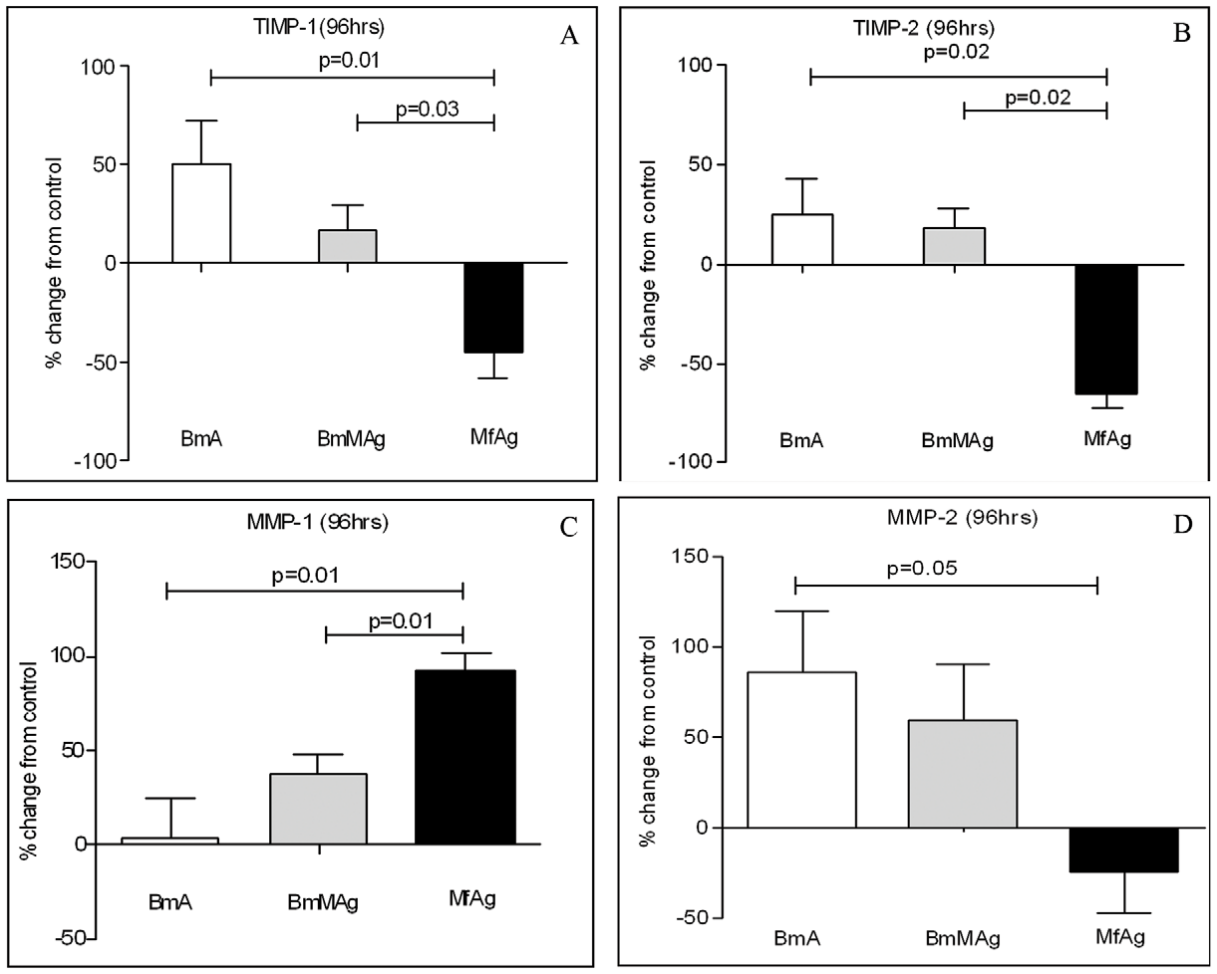
Filarial antigens induce metalloproteases MMP-1 and MMP-2. Shown are the levels of TIMP-1 (Panel A) and TIMP-2 (Panel B), MMP-1 (Panel C) and MMP-2 (Panel D) upon stimulation with various filarial antigens. Data are expressed as the mean (+95% CI) % change from control (media) for 3 independent experiments.

As MMP are regulated by the TIMPs, we next analyzed the parasite antigen-exposed LEC for the presence of active MMPs (MMP-1, -2, -3, -7, -8, -9, -10, and 13). Of all the MMPs assayed, only MMP-1 and MMP-2 were consistently altered by filarial antigen stimulation, with MfAg preferentially inducing expression of MMP-1. As can be seen, MfAg increased expression of MMP-1 significantly more compared with adult antigens BmA (*p* = 0.001) and BmMAg (*p* = 0.001) (**Figure 6C**). The adult antigens induced higher levels of MMP-2 by the LEC compared with MfAg (*p* = 0.05) (**Figure 6D**). These results suggest that MfAg-induced LEC differentiation may be associated with induction of MMP-1 and inhibition of TIMP-1 and TIMP-2.

### Filarial antigens do not induce permeability of LEC

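Of 30 measured tight junction genes, 22 were higher and 8 lower with MfAg than on the control arrays, with a mean log2 difference of 0.094. The median of the list was 0.096, which is also the median over all probes when dim probes are kept. Probes at the floor in both channels share 1 ratio per array after loess, so such genes may be among the 22. Their number was not counted. Limma's camera gave this list an adjusted p of 0.107 over the 30 lists tested (adjusted p = 0.891 with an estimated correlation), and no gene of it passed alone. Of 30 adherens junction genes, 14 were higher and 16 lower with MfAg, with a mean of -0.022 (adjusted p = 0.712 from camera). With BmA, 23 genes of each list were higher and 7 lower, with means of 0.32 for the tight junction list and 0.36 for the adherens junction list. Both means lay below the median of all probes on the BmA arrays, and camera gave adjusted p = 0.719 and adjusted p = 0.762, in the direction of lower. No gene of either list had an adjusted p under 0.05 from limma with BmA over all probes. At an unadjusted p under 0.05 were 14 and 13 of the 30 genes, near the share over all probes, 5398 of 11406. When adjusted over the list alone, 10 and 1 passed, without allowance for the shift of all probes on the BmA arrays. *CDH5* differed from the control arrays by -0.030 (standard error 0.34) with MfAg, *PECAM1*, an adhesion molecule of endothelial contacts, by -0.22 (standard error 0.22), *JUP* (plakoglobin) by -0.31 (standard error 0.36) and *VCL* by -0.25 (standard error 0.26). None of the 4 differences was clearly larger than its standard error. None passed the test (adjusted p = 0.9996 from limma, which was also the smallest over all probes). *CTNNA2* was above the floor on only 3 of the 9 arrays and was not tested.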

Lymphedema in filaria-infected individuals is assumed to result from the lymphatic endothelium being rendered hyperpermeable, but the results from the microarrays (**Tables 1** **and** **2** **and** **Figure 5**) suggest an increase in the cell-cell junction genes coding for the proteins that would actually limit trans-endothelial transport. Nevertheless, we evaluated the antigen-induced permeability of LEC *in vitro*. As shown (**Figure 7**), monolayers of LEC exposed to BmA or MfAg for 16–20h had permeability measurements similar to those of unstimulated controls, whereas known inducers of permeability (e.g., TNF-α, IL-1α) were capable of inducing significant trans-endothelial permeability. These data suggest that the changes induced by filarial antigens do not increase trans-endothelial passage of small molecules. In addition, BmA or MfAg were able to impede the permeability effect of TNF-α and IL-1α.

**Figure 7:**
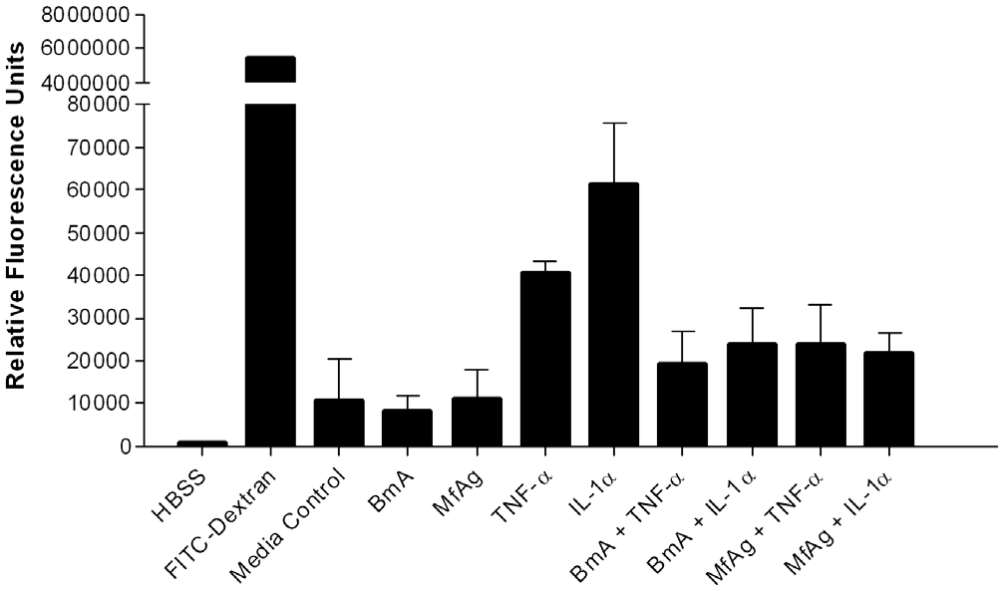
BmA and MfAg inhibit the TNF-α or IL-1α induced hyper-permeability of LEC monolayers. Shown are the mean (+95% CI) relative fluorescence units of 4 independent permeability assays through LEC confluent monolayers.

## Discussion

The pathologic hallmark of lymphatic filariasis is lymphedema and elephantiasis that has been associated with lymphatic dilatation, tortuosity, and obstruction. It is known, however, that individuals carrying adult worms (with or without microfilaremia) may have lymphangiectasia, acute lymphangitis, and lymphedema of the extremities [17]. Further, it has been postulated that with sufficient infection chronicity, individuals who harbor adult *Wuchereria bancrofti* will develop lymphangiectasia in the vicinity of the worm nests [20]. Although it is not clear what induces the lymphatic dysfunction in filaria-infected individuals, previous studies have shown that filarial antigens do not induce proliferation of HUVEC *in vitro* and, in fact, inhibited their proliferation [21]. More recent findings, implicate the role of VEGF family members in filarial pathology [25],[26],[27],[28]. The availability of markers (Prox-1, podoplanin, LYVE-1, VEGFR-3, among others) to differentiate LEC from blood vascular endothelial cells has facilitated the study of LEC directly. Although LEC have a lower turnover rate compared with blood vascular endothelial cells, on appropriate stimulation *in vivo*, LEC are capable of proliferating and migrating to organize into new lymphatic vessels (lymphangiogenesis) [29]. That this process occurs in response to filarial infection/antigens is demonstrated by our findings that filarial antigens specifically induce LEC proliferation and/or differentiation and do so in an antigen-specific manner. Compared to the LECs, under identical serum deprived conditions, VEGF-A induced proliferation of the HUVEC was similar to that of filarial antigens. It is not clear if the observed lower proliferative response of the HUVECs (compared to the LEC) to both the filarial antigens and VEGF-A reflects on their maximum proliferative capacity *in vitro*. Further, the failure of the filarial antigens to stimulate both the LECs and HUVECs in the presence of serum supplemented media compared to unstimulated controls probably reflects on various growth factors in the sera masking the proliferative capacity of the antigens, which could possibly account for similar observation with HUVECs previously [21]. Though VEGF-C (native or the mutant form of VEGFC-156Ser) specifically activates LEC, it was unable to induce significant proliferation of the LEC at the concentration similar to VEGF-A (25ng/ml). Our data show that, unlike the schistosome antigens (SEA or SWAP) that have no effect on LEC (present study) but do induce the proliferation of HUVECS (**Figure 1C, 1D**) [22], both adult filarial antigens and serum from patients with lymphatic filariasis induce LEC proliferation. As has been shown by others [25],[26],[27],[28], it is possible that circulating levels of pro-lymphangiogenic factors or circulating parasite antigens (>32,000 Og4C3 units in plasma of infected individuals, data not shown) themselves could be stimulating LECs *in vivo*. In addition, MfAg appears to induce lymphatic vessel differentiation and remodeling that may be aided by the alteration of the extracellular matrix.

The lymphangiogenic response requires both upregulation of lymphangiogenic factor expression and downregulation of the inhibitors of lymphangiogenesis [30] (typically involved in degradation and synthesis of the extracellular matrix components [31],[32]). Although VEGF family members have been considered the prime mediators of lymphangiogenesis, many other mediators have been identified that can also influence the lymphatic vasculature [33],[34],[35],[36],[37]. Among these HGF, bFGF, PDGF, angiopoeitins, and IGF-1 are known inducers and/or regulators of lymphangiogenesis; however, we were unable to detect any significant increase in the levels of HGF, b-FGF, ANG-2 or PDGF in the culture supernatants of LEC stimulated with MfAg. This however does not preclude the release of VEGF in *in vivo* conditions by the immune cells such as the macrophages that could aid in the filarial pathology. Thus, the host factors mediating lymphangiogenesis and lymphatic differentiation awaits clarification.

Typically, confluent monolayers of lymphatic endothelium in the presence of growth factors form tubular networks that are similar in their structural arrangement to lymphatic capillaries *in vivo* [38]. EM analysis of these tubular structures suggested that the flattened EC form a luminal space comprising one to several EC. Typical studies on lymphangiogenesis utilize collagen- or gelatin-coated culture plates or, for 3-dimensional studies, Matrigel™; however, filarial antigen-induced tube formation did not require any pre-existing matrix, suggesting that laminin and collagen type IV (major components of Matrigel™) are not absolutely essential for differentiation of LEC *in vitro* as has been demonstrated in previous *in vitro* studies [39],[40]. This is indicative of the capillary EC inherent capacity to produce and secrete factors that can aid in tissue remodeling (e.g. MMP) [41]. The activity of MMP is further controlled by endogenous TIMP that can bind to zymogens or inhibit the activated forms of MMP [42],[43],[44],[45]. TIMP-1 and TIMP-2 are the best-known inhibitors that can suppress capillary endothelial cell function *in vitro*. The filarial antigen-induced tube formation seen in the present study seemed most dependent on regulation of TIMP-1 and TIMP-2 that were, in turn, associated with increased levels of MMP-1 and MMP-2. Preliminary data suggest that addition of exogenous TIMP-1 and TIMP-2 inhibit the antigen-induced tube formation to a considerable extent (data not shown). It remains to be seen how TIMP and MMP regulate LEC activity upon stimulation with filarial antigens, although their role in development of collateral/accessory lymphatics in cats infected with *Brugia pahangi* [46] and in humans with lymphatic filariasis has been postulated previously.

A characteristic feature of long-term filarial infection in humans and animals is the fibrosis and cellular hyperplasia in and around the lymphatic walls. Infection with the parasites for long periods results in the fibrosis of the infected lymph nodes, which eventually become non-functional and are bypassed by new lymphatic vessels [46]. Several animal studies [47],[48],[49] have previously shown that EC from infected animals had a decreased number of vesicles (which presumably transport fluid) and an increase in the number of vacuoles (which presumably results from cell damage), suggesting that EC lining the lymphatics inhabited by the filarial worms are affected by the parasites. The injury probably renders these EC less effective in transporting edematous fluid and thereby contributes to the edema and collagen accumulation. Studies on LEC permeability (as an indirect measure of their transport capability) demonstrated that, upon stimulation with filarial antigens, LEC are not rendered hyperpermeable but rather are made less leaky, in large part by the induction of adhesion molecules involved in maintaining cell junctions. A recent study using *Dirofilaria immitis* antigen on EC also suggests that antigen-treated monolayers do not differ from the unstimulated controls in the trans-endothelial passage of FITC-Dextran [50]. These data suggest that the lymphedema associated with filarial infection is associated with an inability of the parasite-exposed lymphatics to resorb interstitial fluid rather than for fluid to pass through the LEC junctions abnormally. Alternatively, the proinflammatory responses (IL-1, TNF-α) seen in immune effector cells from patients with chronic lymphatic obstruction [51] could themselves render the LEC hyperpermeable. The proliferative effects of the adult antigens and more pronounced tube-formation activity of the microfilarial antigens, perhaps is an indication of the lymphatic dilatation/damage seen in the sub-clinical infections. It is not absolutely clear, but the consensus on the progression and development of lymphedema/elephantiasis lies in the death of the parasites that triggers a massive inflammatory response against the parasite products and its endosymbiont wolbachia. By whatever mechanism, the interstitial fluid remains and leads to fibrosis and tissue injury.

Thus, our studies reveal that filarial parasites are capable of inducing lymphangiogenesis *in vitro*, a process that is LEC specific and relates to the excretory-secretory components of the filarial parasites and/or the elevated levels of circulating lymphangiogenic factors [26]. The new vessels formed appear to be associated with intrinsic extracellular matrix modeling and are not related to expression of prototypical markers of lymphangiogenesis seen in tumor biology. Our data also suggest that filarial lymphedema may not be due to parasite-induced alterations in trans-endothelial transport (as has been hypothesized) but may involve host-expressed inflammatory components. With the elucidation of the stage-specific excretory-secretory components of *B. malayi* [52],[53], further studies on the effects of these ES products (and their purified components) on the LECs would enable a clearer understanding of the filarial induced lymphatic dysfunction associated with lymphatic filariasis.

## Materials and Methods

### Cell cultures

Human dermal microvascular endothelial cells (HDMEC), human lymphatic microvascular endothelial cells (here called LEC), and human umbilical vein endothelial cells (HUVEC) were obtained from Cambrex. LEC and HUVEC (together referred to as EC) were cultured in EGM-2MV (Cambrex), serially subcultured, and maintained through 7–8 passages in T75 tissue culture flasks (Sarstedt; Fisher Scientific). All experiments were performed using cells from passages 3–5. The purity of LEC was verified by their cell surface expression of podoplanin, VEGFR-3, and LYVE-1 by flow cytometry and confocal microscopy.

### Measurement of LEC marker expression by flow cytometry, confocal microscopy and quantitative reverse transcriptase real-time PCR (qRT-PCR)

For flow cytometry analyses, the cells were detached from the culture flasks by trypsinization per manufacturer's instructions (Reagent Pack, subculture reagents; Cambrex). The detached cells (for flow cytometry) or adherent cells in 8-well chambered glass slides (Lab-Tek; NUNC) (for confocal microscopy) were stained individually or in combination with mouse monoclonal anti-human LYVE-1 (MAB2089; R&D Systems), anti-human ICAM-1-FITC (BBA20; R&D Systems), anti-human VEGFR3-APC (FAB3492A; R&D Systems), mouse anti-human CD44-PE (BD Pharmingen), or mouse polyclonal anti-human podoplanin (Cell Sciences). Anti-mouse IgG coupled with Alexa Fluor 594 or Alexa Fluor 488 were from BD Pharmingen. Staining with isotype control Ab were performed in parallel. Flow cytometry data were analyzed by FlowJo (Treestar Inc.). Confocal microscopy was carried out using a Leica-SP2-AOBS unit at the NIAID Biologic Imaging Facility.

QRT-PCR was performed on total RNA samples using commercially available assays (TaqMan™; Applied Biosystems) for podoplanin, LYVE-1, Prox-1, VEGF-C, VEGFR-3, MRC-2, CEACAM, and CD44 on an ABI Prism 7900 sequence detection system (Applied Biosystems). All data are initially expressed as fold change from the endogenous control (18s rRNA). Details of the genes targeted for assessment of quantitative RT-PCR are listed in **Table S1**.

### Antigens, adult parasites, and microfilariae

Soluble extracts of *B. malayi* adult parasites (BmA), adult male (BmMAg), and microfilariae (MfAg) were prepared as described previously [54], as were soluble extracts of *Schistosoma mansoni* (SWAP) and egg antigen (SEA) [22]. *B. malayi* antigens were used both because of their ability to be maintained in animal hosts and because of their extensive homology to the other lymphatic dwelling filariae, *W.bancrofti* that has as its only host, humans.

Live adult parasites and microfilariae were obtained from the NIH/NIAID-Filariasis Research Reagent Repository Center at the University of Georgia, Athens. The animal procedures were conducted in accordance with ACUC guidelines with the approval from the Institutional Review Boards at the National Institutes of Health and at the University of Georgia. The adult worms were washed thoroughly in RPMI-1640 supplemented with penicillin/streptomycin, 2 mM L-glutamine, and 10 g/l of d-glucose (MF-media). Microfilariae were washed and resuspended in MF-media, layered onto LSM (MP Biomedicals), and centrifuged at 1750 rpm for 20 min. The pellet of live microfilariae was cleared of all contaminating cells by incubation with lysis buffer for 10 min, washed in MF-media, and enumerated.

### Proliferation of LEC and HUVEC

Primary EC were detached from culture flasks by trypsinization and seeded at a density of 5×10^3^ cells/well in 96-well flat-bottomed plates in EGM-2MV media (Cambrex). The cells were starved overnight in endothelial basal media (EBM-2) before being stimulated with various concentrations of BmA, BmMAg, or MfAg. SWAP and SEA were used as nonspecific parasite stimulus. VEGF-A and VEGF-C were used as specific stimulators of EC. Untreated cells with media alone served as negative controls. EC were cultured at 37°C for 96 h in a 5% CO_2_ incubator in EBM-2 media with/without any growth factors. The cells were pulsed with 1 µCi of H^3^-thymidine 16 h prior to harvesting. The cells were harvested at 96 h and the amount of incorporated H^3^-thymidine measured by Wallac scintillation counter (Perkin Elmer).

Proliferation of LEC in the presence of 0.5% to 1% previously well characterized serum from endemic normals (EN), asymptomatic microfilaraemic (MF), and chronic pathology (CP), or control AB was assayed by incorporation of BrDU (Invitrogen) as per the manufacturer's instructions.

### *In vitro* tube formation assays

LEC were seeded at a density of 0.5×10^6^ cells in 6-well plates (Costar; Fisher Scientific) in EGM-2MV media. The cells were starved overnight in EBM-2 media and were stimulated with antigen preparations (BmA, BmMAg, and MfAg) or live parasites. The live adult parasites (3–4 adults/well) or live microfilariae (50,000) were co-cultured with LEC directly or in transwells. Tube formation was observed and imaged using a Zeiss confocal microscope under a PlastDIC lens every 24 h.

### Angiogenic factors

The culture supernatants from LEC stimulated with filarial antigens or live parasites after 24, 48, 72, and 96 h were screened for Ang-2, FGF-b, HB-EGF, HGF, KGF, PDGF-BB, TIMP-1, TIMP-2, VEGF, VEGF-C, VEGF-D, TPO, or MMP-1, -2, -3, -7, -8, -9, -10, and -13 by multiplex arrays (Searchlight). The intra- and inter-assay coefficients of variances for the multiplexed array were observed to be less than 10% and 25% respectively.

### Permeability assays

Permeability assays on LEC were carried out as the manufacturer's instructions using the *in vitro* vascular permeability assay kit (Chemicon Intl.). Briefly, LEC were seeded at a density of 2×10^5^ cells on collagen-coated transwell inserts in a 24-well tissue culture plate. The cells were cultured for 48 h in EGM-2MV medium for confluent monolayers. The cells in the monolayers were starved overnight with EBM-2 basal medium, the media was replaced, and cells were stimulated with antigens for 16–20 h. Permeability was measured based on the amount of FITC-dextran that diffused from the transwell into the lower compartment.

### Microarray analysis

Equal quantities of total RNA from LEC and LEC exposed to MfAg or BmA were converted to aminoallyl-labeled cDNA using the Ovation aminoallyl amplification and labeling system per the manufacturer's instructions (NuGEN Technologies, Inc.). The aminoallyl-labeled cDNA were labeled using Amersham CyDye (Cy3, unstimulated controls; Cy5, stimulated) reactive post-dye protocol (GE Healthcare) and hybridized onto custom microarrays manufactured by the Microarray Research Facility of the NIAID. The human microarray (Hsbb) probe set is based on 70mer oligonucleotides from Qiagen's Human Genome Oligo Set V2.0. A comprehensive gene list is available at http://madb.niaid.nih.gov/cgi-bin/gipo.

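Unexposed LEC set against pooled unexposed LEC gave 41, 16 and 22 probes with a ratio of 2-fold or more in either direction at 24, 48 and 72 h. With MfAg the numbers were 281 (174 higher and 107 lower), 63 (46 and 17) and 140 (66 and 74). With BmA they were 428 (230 higher and 198 lower), 814 (192 and 622) and 435 (63 and 372). These ratios were normalized by loess within each array. In the deposited ratios, which the authors normalized at the 50th percentile, the BmA arrays held 6022, 5482 and 6476 such probes, of which 5981, 5430 and 5801 were higher, while the MfAg arrays held 389, 76 and 150 and the control arrays 102, 34 and 35. Of the measured genes of Table 1, 6, 6 and 30 of 66 had a deposited ratio of 2-fold or more upward on the MfAg arrays of 24, 48 and 72 h, and of those of Table 2, 4, 14 and 12 of 23 had one downward. On the control arrays, without antigen, these numbers were 11, 1 and 2 for Table 1 and 2, 1 and 1 for Table 2. On the BmA arrays they were 50, 49 and 51 for Table 1 and 3, 1 and 2 for Table 2. *CADM1* passed this filter at 48 and 72 h, with a deposited log2 ratio of 2.21 at 72 h, and *OLFML3* did so at 48 and 72 h, with -2.05 and -1.06. Genes of Tables 1 and 2 had the direction the tables give in 70.8%, 77.5% and 94.4% of cases on the MfAg arrays, in 78.7%, 56.2% and 78.4% on the control arrays, and in 76.4%, 75.0% and 75.3% on the BmA arrays. Since 66 of these 89 genes are of Table 1, an array with nearly all ratios above 0 gives a like share. The median of the Table 2 genes was 0.86, 1.40 and 1.41 on the BmA arrays, against the tables' direction, and -0.49, -1.04 and -1.01 on the MfAg arrays. The filter has no test, and with 1 array per antigen and time it has no replicate check.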

Images of the scanned arrays were analyzed, and data were filtered using the criteria of fold-change of ≥2 (upregulation) or ≤2 (downregulation) of the genes compared with unstimulated controls. For categorizing and pathway analysis, ingenuity pathway analysis (IPA, www.ingenuity.com) was used. Selected genes involved in cell-cell junctions were analyzed by qRT-PCR. The details of the primer/probe sets used are listed in **Table S1**.

The microarray data are available at the NCBI GEOS website http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15454.

### Statistical analysis

Data analyses were performed using GraphPad PRISM (GraphPad Software, Inc., San Diego, CA). Unless otherwise noted, geometric means (GM) were used for measurements of central tendency. Statistically significant differences between two groups were analyzed using the non-parametric Mann-Whitney U test. Correlations were calculated by Spearman Rank correlation test.

## Supporting Information

Figure S1 Characterization of LEC. LEC were analyzed for expression of lymphatic specific markers (A) podoplanin, (B) VEGFR3, (C) LYVE 1 and for absence of BEC markers (D) CD44 and (E) ICAM. LEC were >98% podoplanin positive and negative for CD44 and ICAM (F and G). The isotype controls are solid peaks (A E). (H-K) Confocal images of LEC showing podoplanin (Alexa Fluor 488) (H), LYVE 1 (Alexa Fluor 594) (I), co localization of podoplanin and LYVE 1 (J), and DIC image of the LEC (K). (L) QRT-PCR expression of LEC specific markers as fold change compared with HDMEC.
(0.56 MB PDF)

Figure S2 Quantitative reverse transcriptase real-time PCR data correlates strongly with expression levels assessed by microarray. Shown is the relationship of individual gene expression (fold change over media) as assessed by microarray (y-axis) and qRT-PCR in response to BmA at 24hrs (A), MfAg at 24hrs (B) BmA at 72 hours (C) and MfAg at 72 hours (D).
(0.05 MB PDF)

Table S1 List of genes targeted for qRT-PCR used to evaluate gene expression.
(0.05 MB DOC)

# Supplementary material for: Lymphangiogenesis and Lymphatic Remodeling Induced by Filarial Parasites: Implications for Pathogenesis
**Source:** PLoS Pathog. 2009 Dec 11;5(12):e1000688. doi: 10.1371/journal.ppat.1000688
**Supplement:** Table S1 — List of genes targeted for qRT-PCR used to evaluate gene expression. (0.05 MB DOC)

**Supplemental Table: S1**

List of primer/probe sets for qRT-PCR

| **ABI Catalogue Number** | **Gene ID** | **Gene Description** |
| --- | --- | --- |
| Hs00366764_m1 | TIA-2 | Podoplanin |
| Hs00272659_m1 | LYVE-1 | Lymphatic vessel endothelial hyaluronan receptor 1 |
| Hs00160463_m1 | Prox-1 | Prospero homeobox 1 |
| Hs00153458_m1 | VEGF-C | Vascular endothelial growth factors-C |
| Hs00176607_m1 | VEGFR-3 | Vascular endothelial growth factor receptor-3 |
| Hs00195862_m1 | MRC-2 | Mannose receptor, C type 2 |
| Hs00266109_m1 | CEACAM-1 | Carcinoembryonic antigen-related cell adhesion molecule 1 |
| Hs00153310_m1 | CD44 | Cell surface glycoprotein CD44 |
| Hs01065282_m1 | PECAM-1 | Platelet/Endothelial Cell Adhesion Molecule |
| Hs01361351_m1 | CLDN-5 | Claudin-5 |
| Hs01082669_m1 | CLDN-12 | Claudin-12 |
| Hs00230289_m1 | JAM-3 | Junctional Adhesion Molecule-3 |
| Hs00332781_m1 | ESAM | Endothelial Surface Adhesion Molecule |
| Hs00177620_m1 | CASK | Calcium/calmodulin-dependent serine protein kinase |
| Hs00984486_m1 | MLLT4 | Myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 4 |
| Hs00262671_m1 | CGNL1 | Cingulin-1 |
| Hs00268480_m1 | TJP1 | Tight junction protein 1 |
| Hs00426896_m1 | CTNNA1 | Catenin (cadherin-associated protein), alpha 1 |
| Hs00189285_m1 | CTNNA2 | Catenin (cadherin-associated protein), alpha 2 |
| Hs00174344_m1 | CDH5 | Cadherin 5 |
| Hs00258305_m1 | CTNNBL1 | Catenin, beta like 1 |
| Hs00158408_m1 | JUP | Junctional Plakoglobin |
| Hs00241650_m1 | ACTN1 | Actinin, alpha 1 |
| Hs00153812_m1 | ACTN3 | Actinin, alpha 3 |
| Hs00245168_m1 | ACTN4 | Actinin, alpha 4 |
| Hs00243320_m1 | VCL | Vinculin |
| Hs00275784_m1 | PTPN1 | Protein tyrosine phosphatase, non-receptor type 1 |

How the deposited data were processed for this re-analysis (not part of the article)

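RNA of LEC was measured on 9 arrays with 2 channels, 3 with BmA, 3 with MfAg and 3 control arrays, at 24, 48 and 72 h. Each deposited file gives, per well, the signal intensity of both channels and their log2 ratio. The authors made these intensities from the median of each spot minus its background, raised signals below 50 to 50, removed spots marked as bad, kept the strongest of repeated wells and normalized each array at its 50th percentile. The deposited log2 ratio is that of Cy3 over Cy5. On the control and MfAg arrays it equals the log2 ratio of the 2 deposited signals, and on the BmA arrays it is offset from it by -0.86, -0.96 and -1.16 at 24, 48 and 72 h. The files give no slide or scan date, so no batch was tested. The header of the MfAg array of 72 h describes its reference as unexposed LEC of 24 h, while its array name gives 72 h.

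Of 21563 wells, 178 negative controls and 45 others, of genes not reported here, were left out, which left 21145 probes. Gene symbols were updated through a RefSeq table, in which 83.8% of the wells found a match. A symbol was missing for 2727 probes, and 463 named several genes and were not used for a named gene. Probe positions are those the array design gives for build 36 of the human genome. Spots of 1 probe were averaged. Where a gene had several probes, the probe with the highest mean intensity was used, and the probes differed in sign between MfAg and control arrays for *ACTB*, *DLEU2*, *IGF1R*, *ITGBL1*, *KMT5B*, *MAGI1*, *PROX1*, *PTPN11*, *PTPRF*, *SAP30L*, *STAT5B* and *TIMP2*.

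The log2 ratios were normalized by loess within each array (span 0.3, 4 iterations). The plan made before the data were examined assumed scanner files and Cy5 over Cy3. Since the signals were already background-subtracted and raised to a floor, no normexp correction was made, and since the labels and the deposited ratio run from Cy3 to Cy5, the direction was taken as Cy3 over Cy5. A probe was kept when at least 1 channel was above the floor on all 3 arrays of at least 1 treatment (12011 probes), and tested when it had a value on all 9 arrays (11406 probes). The comparisons MfAg minus control, BmA minus control and MfAg minus BmA were fitted in limma 3.58.1 (R 4.3.3) with treatment and time as terms, 4 residual and 7.70 prior degrees of freedom, and Benjamini-Hochberg adjustment. A ratio with 1 channel at the floor on every array of a group is a bound.

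Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01, with the correlation estimated beside it, and with fry. Of 31 lists, 30 had at least 5 measured genes. The junction list is that of Table S1. Per array, its median deposited ratio was set among 10000 random lists of genes drawn from the 100 neighbours in intensity on either side. The correlation of the 2 antigens' differences was set beside 100 simulations of unchanged groups that share the control arrays, with the same spread per gene in all groups. The genes named are those the paper names, the 5 highest of Tables 1 and 2 each, the 12 highest and 12 lowest of each antigen and the 5 in each direction between the antigens with the same sign at all 3 times, filled where needed from those with an unadjusted p under 0.05, and the leading genes of lists. A few genes that this rule selects are not reported here by name and remain in the totals of their lists. The values in the paper's tables had been seen when this rule was written.

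The scripts were tested on simulated arrays of 11982 genes with the spread of the real ones, of which 200 were changed. Dim probes were not filtered out and the noise was independent and normal, so the shares recovered may be too high for the tested probes. For MfAg, 59.5% of the genes changed by 1 on the log2 scale and 100% of those changed by 2 were recovered, with 6 and 12 unchanged genes called. For BmA the shares were 55.0% and 100%, with 18 and 11 called. A list shifted by -0.4 was called by camera in each of these simulations, and in none with an estimated correlation. Alternatives tried were median centring, the deposited ratios, scale normalization between arrays, no filter, no time term, each time left out, ratios tested against 0, no moderation, the mean of a gene's probes and a 3-fold filter. After the data had been seen, fits to the MfAg and control arrays only, to probes above the floor in both channels on all 9 arrays and to the Cy3 channel alone were added. Figures were drawn with matplotlib.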

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

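The tests on the Cy5 channel, on members above the floor and on the Cy3 channel of the junction genes were chosen after the results were seen.

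Gene groups from lists of wider scope stood apart from the other genes on the MfAg arrays by camera, and none did with an estimated correlation. Their mean log2 differences from the control arrays were -0.35 for cholesterol synthesis and SREBP2 targets, 0.30 for PPAR and fatty acid handling, -0.27 for immediate early genes and -0.20 for the endothelial nitric oxide and KLF2 programme (adjusted p = 0.00963, 10 of 12 genes lower). They were -0.19 for lymphatic endothelial markers (adjusted p = 0.0305, 9 of 13 lower), -0.21 for keratinocyte and melanocyte markers (adjusted p = 0.0362, 4 of 5 lower), -0.13 for angiogenic growth factors and receptors (adjusted p = 0.0305, 14 of 20 lower) and -0.10 for the actin cytoskeleton (adjusted p = 0.0305, 20 of 32 lower). With an estimated correlation the adjusted p of these 8 groups lay between 0.631 and 0.776. The PPAR group shares 9 genes with Tables 1 and 2, which the study chose on these arrays. Several depended on 1 time. At 24, 48 and 72 h the means were -0.43, -0.091 and -0.084 for the nitric oxide and KLF2 programme and -0.36, -0.16 and -0.049 for the lymphatic markers. Without 24 h, camera no longer called the nitric oxide and KLF2 programme (-0.088, adjusted p = 0.242), the lymphatic markers (-0.10, adjusted p = 0.291), the keratinocyte and melanocyte markers (-0.14, adjusted p = 0.210), the actin cytoskeleton (-0.069, adjusted p = 0.191) or the immediate early genes. Without 48 h it no longer called the actin cytoskeleton (adjusted p = 0.202), the angiogenic genes (0.305) or the keratinocyte and melanocyte markers (0.0599), and without 72 h the angiogenic genes (0.0891), the keratinocyte and melanocyte markers (0.182) or the PPAR genes. The 6 arrays can be split in only 10 ways, too few for a share under 0.05. The real split called 8 lists, the highest other split 8, and 2 splits called as many.

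Between the antigens, 3 groups differed from the other genes by camera, at mean log2 differences (MfAg minus BmA) of 0.11 for PPAR and fatty acid handling, -0.038 for cytosolic ribosomal proteins and 0.013 for NRF2 and oxidative stress (adjusted p = 0.000510, 0.00202 and 0.0392, each 0.971 with an estimated correlation). These means are set against a median of -0.49 over all probes, and none of the 3 was called with the deposited ratios or in the Cy3 channel alone.

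The lower level of the cholesterol genes on the MfAg arrays was weighed against 3 technical explanations. It does not rest on 1 time point, since the mean with 1 time left out was at most -0.33. Under the dyes of the labels, a higher level in the unexposed RNA would need a positive Cy5 difference, and the Cy5 channel alone gave -0.18. Genes at the floor do not carry it, since the 15 members above the floor in both channels on all 6 arrays had a mean of -0.41. An effect of MfAg on sterol synthesis may be proposed as a hypothesis, and it was found and tested on the same arrays, with an unadjusted p of 0.0210 from camera with an estimated correlation.

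The high deposited ratios of the junction genes on the BmA arrays were weighed against the dim Cy5 channel of those arrays. The highest percentile of their median among random lists of the same brightness was 83.0, as a general shift of the ratios would give. A higher level of junction transcripts with BmA stays open. In the Cy3 channel alone their mean difference was -0.25, above the median of -0.43 over all probes, and camera put them toward higher with an unadjusted p of 0.0982. The probes called lower with BmA had a Cy5 signal 0.68 higher on the log2 scale than all probes above the floor, relative to the control arrays, and a Cy3 signal that differed by -1.60. Antigen and array quality cannot be told apart for these probes, since every BmA array had the dim Cy5 channel.

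Other splits of the 6 arrays bear on the counts of probes. For MfAg against the control arrays, 0 probes were called in the real split and 0 in the highest other, so all 10 splits gave as many. For BmA the real split called 18 and the highest other 148, and 5 splits called at least as many. Between MfAg and BmA the real split called 1466 and the highest other 128, and 1 split, the real one, reached that number. For the lists with BmA, the real split called 4 and the highest other 8, and 4 splits reached the real count. With 10 splits, no share under 0.05 can be had.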

How the results depend on the processing

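The fits to the MfAg and control arrays only, to probes above the floor in both channels on all 9 arrays, to the Cy3 channel alone and, for Tables 1 and 2, to loess-normalized ratios were chosen after the data had been seen. Without background correction, with normexp at offset 0 and with print-tip loess no fit was run, since the deposited signals were already background-subtracted and raised to a floor and the files give no print blocks. No paired analysis was possible by replicate, because every array carries the replicate number 1. Arrays of 1 time were matched through the time term of the model. The floor limits the ratios, above all on the BmA arrays. The causes of the shifts below were not tested.

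The count of 0 probes for MfAg against the control arrays was the same in every alternative run on the ratios or on the Cy3 channel, with 15 to 1152 probes at an unadjusted p under 0.05. The 18 probes called for BmA (2 higher, 16 lower) became 6459 with median centring (59 higher, 6400 lower), 201 without a filter, 8078 with the deposited ratios (6263 higher, 1815 lower), 0 with scale normalization, 7577 against 0 (7080 higher, 497 lower), 198 without moderation (188 higher, 10 lower), 11 with probes above the floor in both channels and 4355 in the Cy3 channel alone, and leaving out 1 time gave 14 to 7727, the highest without 24 h (7247 higher, 480 lower). The 1466 probes called between MfAg and BmA (183 higher, 1283 lower) became 6524 with median centring (6445 higher, 79 lower), 8200 with the deposited ratios (1670 higher, 6530 lower), 0 with scale normalization, 423 without moderation (20 higher, 403 lower), 79 with probes above the floor in both channels (57 higher, 22 lower) and 4039 in the Cy3 channel alone (3392 higher, 647 lower). Leaving out 1 time gave 25 to 7560, the highest without 24 h (509 higher, 7051 lower). The split turned to mostly higher without 48 h (51 higher, 14 lower) and without 72 h (22 higher, 3 lower).

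The 8 gene lists past the threshold for MfAg became 5 with the deposited ratios, 4 against 0, 2 with probes above the floor in both channels, 3 in the Cy3 channel and 0 with an estimated correlation, and 5 to 9 with 1 time left out. The cholesterol list was called in 10 of 10 alternatives and the PPAR list in 9, the immediate early list in 9, the nitric oxide and KLF2 list in 8, the lymphatic marker list in 6, the angiogenic list in 5, and the actin and the keratinocyte and melanocyte lists in 4 each. Between MfAg and BmA, the 3 lists called became 0 with the deposited ratios, without 72 h, with probes above the floor in both channels and in the Cy3 channel, and the adjusted p of the PPAR list was 0.840 with median centring and 0.996 with the deposited ratios. The 4 lists for BmA became 1 with the deposited ratios, 0 with probes above the floor in both channels, 0 in the Cy3 channel and 0 with an estimated correlation, and 2 to 5 with 1 time left out. The junction list's mean for MfAg turned from -0.031 to 0.027 in the Cy3 channel and 0.094 with the tight junction list, and ranged from -0.073 to 0.021 with 1 time left out. For BmA it turned from 0.25 to -0.40 with median centring (all probes -1.43, so camera put the list toward higher than other genes with an unadjusted p of 0.00230), -0.048 with probes above the floor in both channels and -0.25 in the Cy3 channel, ranged from 0.16 to 0.42 with 1 time left out, and became 1.88 with the deposited ratios, where camera put the list toward higher than other genes with an unadjusted p of 0.0448.

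Probes at 2-fold or more had medians per array of 140 for MfAg, 435 for BmA and 22 for the control arrays. At 3-fold they were 16, 180 and 1. With the deposited ratios they were 6022 for BmA and 35 for the control arrays, and with median centring 7031 for BmA. With 1 array left out, MfAg ranged from 101.5 to 210.5. The correlation of the antigens' differences across genes, 0.094, became -0.021 with median centring, -0.021 with the deposited ratios, 0.27 with scale normalization and -0.055 with probes above the floor in both channels; shifts within 0.1 of the same sign were taken as no change. The share of Table 1 and 2 genes in the tables' direction, 80.9% over the MfAg arrays, ranged from 74.2% to 86.0% with 1 array left out.

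Of 76 genes followed for MfAg, none was called in any alternative, and signs turned in 46 of 921 gene-and-alternative pairs, mostly at values near 0. In the Cy3 channel alone the turned values were 0.29 for *USP21*, 0.24 for *CLDN5*, -0.065 for *TJP1*, 0.047 for *CTNNA1*, 0.090 for *JUP*, -0.18 for *ACTN4*, -0.32 for *PTPN11*, -0.35 for *PTPRB*, 0.10 for *PECAM1*, -0.14 for *STAT3*, 0.18 for *TIMP1* and 0.017 for *EGR3*. With the deposited ratios they were -0.012 for *ICAM2*, -0.080 for *JAM3*, -0.039 for *PTPN11*, -0.085 for *PTPRB* and -0.091 for *VEGFC*. Against 0 they were 0.53 for *MMP1*, -0.079 for *JAM3*, -0.083 for *TJP1*, 0.015 for *CTNNA1*, 0.11 for *NECTIN3*, -0.046 for *ACTN3*, -0.045 for *PTPN11* and 0.11 for *TIMP1*. With median centring they were 0.031 for *CDH5*, 0.018 for *ACTN1* and 0.018 for *MMP2*, and with scale normalization -0.016 for *PTPN11*, -0.024 for *PTPRB* and 0.028 for *TIMP1*. With 1 time left out, *TGFBI* ranged from 0.23 to 1.37, *TBK1* from 0.15 to 0.79, *GJA4* from 0.15 to 0.76, *HEATR1* from 0.69 to 1.88, *CEP72* from 0.80 to 1.71, *SGK1* from -1.41 to -0.68, *CCN2* from -0.75 to -0.21, *GJA1* from -0.34 to -0.063, *MARCKS* from -0.22 to -0.098, *CGNL1* from -0.31 to -0.099, *JUP* from -0.53 to -0.040, *VCL* from -0.37 to -0.098, *PECAM1* from -0.35 to -0.13, *PROX1* from -0.29 to -0.12, *EGR3* from -1.89 to -0.12, *DUSP5* from -1.20 to -0.36 and *NR4A1* from -1.25 to -0.44, with no change of sign. Of the genes whose sign turned, *ICAM2* ranged from -0.21 to 0.29, *MMP1* from -0.72 to 0.091, *CASK* from -0.033 to 0.22, *CLDN5* from -0.68 to 0.12, *JAM3* from -0.018 to 0.081, *CDH5* from -0.084 to 0.058, *ACTN1* from -0.21 to 0.0023, *MMP2* from -0.17 to 0.11, *NECTIN3* from -0.28 to 0.078, *PTPN11* from -0.077 to 0.064, *PTPRB* from -0.18 to 0.15, *STAT5B* from -0.13 to 0.051, *TIMP1* from -0.20 to 0.22 and *VEGFC* from -0.020 to 0.077.

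For BmA, signs turned in 13 of 323 pairs. In the Cy3 channel alone *PPM1F* was -0.61, *FRMD4B* -0.53, *SERF2* -0.43, *CRBN* -0.15, *CMAS* -0.66, *FAM120B* -0.20, *CLDN5* 0.18, *CGNL1* -0.16 and *ACTN1* -0.25, and with the deposited ratios *HLA-E* was 0.093, *PSMD9* 0.16, *HEBP2* 0.25 and *CLDN5* 0.96. The medians over all probes were -0.43 and 0.85 in these settings. *CRBN*, *FAM120B*, *CLDN5*, *CGNL1* and *ACTN1* lay above the first, and *PPM1F*, *FRMD4B* and *CMAS* below it. *HLA-E*, *PSMD9* and *HEBP2* lay below the second, and *CLDN5* above it. Between the antigens *METTL16* turned from -1.83 to 0.56 with median centring. The median over all probes moved from -0.49 to 1.44, so *METTL16* stayed below it.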

Differences from the paper's values

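The fold changes of Tables 1 and 2 were larger than those found here as the mean difference of the MfAg from the control arrays over 3 times. The paper does not state the time or the arrays behind its folds. For increases, the paper's values and those found here were 12.295 and 2.37 for *CADM1*, 8.664 and 1.36 for *TBK1*, 7.346 and 2.02 for *RBP7*, 7.341 and 1.32 for *GJA4*, 7.321 and 1.81 for *PLIN2*, 6.476 and 1.09 for *CASK*, 6.422 and 1.80 for *ANGPTL4*, 6.16 and 2.31 for *CD36*, 5.93 and 1.83 for *TGFBI*, 4.624 and 0.809 for *MMP1*, 4.008 and 1.23 for *VIP* and 3.818 and 1.09 for *ICAM2*. For decreases, the paper's values and those found here were 8.586 and 1.44 for *CCN2*, 8.129 and 1.28 for *ACTB*, 6.238 and 2.85 for *OLFML3*, 5.134 and 2.16 for *SORBS2*, 4.721 and 1.46 for *PEG10*, 4.093 and 1.14 for *GJA1* and 3.983 and 1.10 for *MARCKS*. Of the alternatives set before the data were examined, scale normalization brought *CD36* to 4.15, *OLFML3* to 5.79 and *SORBS2* to 3.62, within the range set for a match with the paper's values, and no other alternative did so for these or any other of the 19 genes. Scale normalization gives all arrays a common spread, the wider BmA arrays included. It moved the folds of all 19 genes further from 1, *CADM1* to 4.33 and *MMP1* to 0.658, so these matches may only reflect that widening.

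The numbers read from the heat map were higher than the log2 ratios found here after loess. Its caption calls them relative expression levels and does not name log2 ratios, so the 2 scales may differ. The heat map was read after the deposited ratios had been seen. For MfAg at 72 h, the paper's value for *TJP1* is about 5 in Fig. 5, read by eye, and 0.093 was found here. For *CDH5* the paper's is about 4.7 in Fig. 5, read by eye, against -0.050, for *CTNNA1* about 4.4 in Fig. 5, read by eye, against 0.066, for *VCL* about 4 in Fig. 5, read by eye, against -0.47, and for *ACTN1* about 4.5 in Fig. 5, read by eye, against -0.41. Neither of the 2 alternatives run for these 5 values, median centring and the deposited ratios, reached them. For BmA at 72 h, the paper's value for *TJP1* is about 3.7 in Fig. 5, read by eye, against 0.33, for *CDH5* about 3.7 in Fig. 5, read by eye, against 0.28, for *ACTN1* about 4.6 in Fig. 5, read by eye, against 1.10, and for *CASK* about 3.7 in Fig. 5, read by eye, against 0.88. The deposited ratios, an alternative set before the data were examined, gave 3.61, 3.78, 4.38 and 3.79 for these 4 genes, and median centring, the other alternative run, did not come within the range.

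In direction, the paper lists *MMP1* among the genes that MfAg raised, and its difference from the control arrays was -0.31, with 0.53 when the MfAg ratios were tested against 0. The paper proposes an increase of junction genes from the arrays. It also reports qRT-PCR values closely related to those of the arrays, and permeability assays, and neither was analysed here. Its Figure 5 shows further junction genes beyond those of Table S1. Over the 18 measured genes of Table S1, 9 were higher and 9 lower with MfAg, and 12 higher and 6 lower with BmA. Of the genes of Tables 1 and 2, 46 of 64 and 22 of 23 had the direction the paper gives.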

Other observations

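The tests on the labelling and the comparison of channels were chosen after the results were seen, apart from that of the reference of the MfAg array of 72 h.

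The BmA arrays differed from the control arrays in a small set of genes that the text has not described, and the size of the set depended on the processing. The 18 probes called became 7727 without the arrays of 24 h, 8078 with the deposited ratios and 0 with scale normalization, and another split of the arrays called 148. *IFNGR1*, the ligand-binding chain of the interferon-gamma receptor, had a log2 ratio of -4.04 ± 0.55 (SD, n = 3 arrays) with BmA and 0.11 ± 0.029 (SD, n = 3) on the control arrays, a difference of -4.15 (adjusted p = 1.32e-05 from limma). *SENP6*, a SUMO protease, differed by -4.43 (adjusted p = 6.4e-05), *CDCA7L* by -3.50 (adjusted p = 0.000927), *UBE4A*, a ubiquitin ligase, by -2.59 (adjusted p = 0.000809), *DDAH1*, which degrades inhibitors of nitric oxide synthase, by -2.28 (adjusted p = 0.00129) and *HLA-E* by -2.31 (adjusted p = 0.000927). In all, 16 probes were lower and 2 higher, the latter *HNRNPLL* at 1.37 and *TGM4* at 1.31. This split flipped to 188 higher and 10 lower without moderation of the variances, and to 7247 higher and 480 lower without 24 h. Before adjustment, 5398 had an unadjusted p under 0.05, of which 5036 were higher. In the Cy3 channel alone the differences were -0.47 for *IFNGR1*, -1.06 for *SENP6*, -4.53 for *CDCA7L*, -3.84 for *UBE4A*, -3.16 for *DDAH1* and -0.30 for *HLA-E*. The median over all probes in that channel was -0.43, so *IFNGR1* and *HLA-E* did not stand out there. Groups lower than the other genes by camera were cytosolic ribosomal proteins (adjusted p = 0.000181, mean 0.022), YAP and TAZ targets (0.00173, mean -0.12), the nitric oxide and KLF2 programme (0.00230, mean -0.17) and NRF2 and oxidative stress (0.0120, mean 0.024), against a median of 0.51 over all probes. Their adjusted p was between 0.821 and 0.885 with an estimated correlation. *CRBN* and *CMAS*, among the highest that did not pass, had a Cy5 signal at the floor on all 3 BmA arrays.

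Genes of the qRT-PCR and protein assays had these differences between MfAg and control arrays, none of which passed the test. The differences are of RNA, whereas the protein assays measured culture supernatants. *PROX1* differed by -0.19 (standard error 0.22), *FLT4* by -0.38 (standard error 0.22), *VEGFC* by 0.038 (standard error 0.28) and *CEACAM1* by 0.32 (standard error 0.21). The tissue inhibitors of metalloproteases *TIMP1* and *TIMP2* differed by -0.027 (standard error 0.27) and -0.15 (standard error 0.24), and *MMP2* by -0.035 (standard error 0.25). *HBEGF*, *THPO*, *MMP9* and *MMP13* were at the floor on all 9 arrays, and *PDPN*, *LYVE1* and *HGF* had no probe under their symbols.

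The differences of MfAg and of BmA from the shared control arrays correlated at r = 0.094 across 11406 probes, which are not independent replicates. Unchanged groups that share the control arrays gave r = 0.50 (0.48 to 0.52 over 100 simulations). The covariance was 0.00870, against 0.0356 simulated. The simulation gave all 3 groups the same spread per gene, although far more probes reached 2-fold on the BmA than on the control arrays. Its values may therefore be wrong for these arrays, and no conclusion is drawn from the gap. The control arrays are too few to be split.

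The dyes were tested on the channels. If Cy3 held the antigen-treated RNA, the Cy3 profiles of the MfAg and control arrays should be more alike within a treatment than between treatments and the Cy5 profiles should not. The gap in mean correlation was 0.476 in Cy3 and 0.117 in Cy5, across 5129 probes. The larger gap in Cy3 would favour antigen-treated RNA in that channel, but Cy5 also separated the treatments, so the prediction as written was not fully met and the test is left open. A looser limit had first been applied to this test, and the stricter reading was taken after the values were seen. The ratios of the MfAg array of 72 h correlated with those of the control array of 72 h at 0.54 and with the MfAg array of 24 h at -0.12. As a hypothesis, its reference may have been unexposed LEC of 24 h, as its header reads. Such a reference would not by itself predict the correlation of 0.54, since the labels give RNA of 72 h in both channels of that control array. The correlation that would show a time course in the Cy5 channel of the MfAg array of 72 h was 0.0451. The Cy3 channel, where the time course should appear in either case, gave -0.0273, so the test could not decide. By the limit set beforehand the first value would have counted for the hypothesis, and the verdict was changed after it was seen.

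In the Cy5 channel alone, which likely held only unexposed RNA, 17 probes were called between the MfAg and control arrays, and 0 in the Cy3 channel alone (1459 and 1152 at an unadjusted p under 0.05, within 7993 and 7953 probes). A difference between the pooled and the single unexposed RNA could give such calls, and it was not tested apart from the Cy5 value of -0.18 for the cholesterol genes.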
